# Spatial exosome analysis using cellulose nanofiber sheets reveals the location heterogeneity of extracellular vesicles

**DOI:** 10.1038/s41467-023-42593-9

**Published:** 2023-11-08

**Authors:** Akira Yokoi, Kosuke Yoshida, Hirotaka Koga, Masami Kitagawa, Yukari Nagao, Mikiko Iida, Shota Kawaguchi, Min Zhang, Jun Nakayama, Yusuke Yamamoto, Yoshinobu Baba, Hiroaki Kajiyama, Takao Yasui

**Keywords:** Mechanisms of disease, Nanoscale materials, Ovarian cancer, Biomedical engineering

## Abstract

Extracellular vesicles (EVs), including exosomes, are recognized as promising functional targets involved in disease mechanisms. However, the intravital heterogeneity of EVs remains unclear, and the general limitation for analyzing EVs is the need for a certain volume of biofluids. Here, we present cellulose nanofiber (CNF) sheets to resolve these issues. We show that CNF sheets capture and preserve EVs from ~10 μL of biofluid and enable the analysis of bioactive molecules inside EVs. By attaching CNF sheets to moistened organs, we collect EVs in trace amounts of ascites, which is sufficient to perform small RNA sequence analyses. In an ovarian cancer mouse model, we demonstrate that CNF sheets enable the detection of cancer-associated miRNAs from the very early phase when mice did not have apparent ascites, and that EVs from different locations have unique miRNA profiles. By performing CNF sheet analyses in patients, we identify further location-based differences in EV miRNA profiles, with profiles reflecting disease conditions. We conduct spatial exosome analyses using CNF sheets to reveal that ascites EVs from cancer patients exhibit location-dependent heterogeneity. This technique could provide insights into EV biology and suggests a clinical strategy contributing to cancer diagnosis, staging evaluation, and therapy planning.

## Abstract (web summary)

Extracellular vesicles (EVs) are known to be heterogeneous intravitally. Here, we present cellulose nanofiber sheets which capture EVs with high purity from trace volumes of biofluids and enable analysis of location-dependent heterogeneity to enhance understanding of pathological mechanisms and enable diagnostic readouts.

## Introduction

Extracellular vesicles (EVs), including exosomes, are actively secreted from all living cells and play an essential role in cell-to-cell communication^1–3^. The biological characteristics of EVs may reflect their cellular origin, function and biogenesis, and therefore, EVs in body fluids my reflect a large diversity of the total EV production from cells in a wide variety of tissues^4,5^. In regard to human bodies, there are many types of fluids carrying EVs, and EV heterogeneity can be further complicated^6,7^. In cancer biology, cellular heterogeneity in the tumor microenvironment has been well recognized, and numerous studies have been designed to address this complexity in recent decades^8^. Elucidating subpopulations of EVs is also now an essential task^9^, but actual EV heterogeneity in the human body has been impossible to investigate because EVs are constantly circulating in body fluids. In general, many cancer patients with solid tumors, such as gastrointestinal or gynecological cancers, have tumors in the abdominal cavity, and in some cases, cancerous ascites accumulates in these patients^10^. EVs in ascites have multiple functions in tumor progression or immune maintenance, and they should be a key target to develop therapeutic strategies^11,12^. From a theoretical point of view, ascites-EV near primary tumors, on the surface of the liver, or in the pelvic cavity might have different molecular profiles, and this location-based heterogeneity has not been studied. To elucidate this aspect, it is necessary to innovate a new modality because we did not have ways to obtain such EVs in actual human bodies.

Recently it is known that numerous ways to obtain EVs from body fluids, such as serial centrifugation, density gradient centrifugation, or size-exclusion chromatography exist, and moreover, target specific technology to measure EVs, such as lipid patch microarrays or immune-capturing methods are also applicable if the target molecule to be analyzed has been determined^13^. One of the major challenges of EV isolation is the need for certain sample volumes for analysis, and the conventional ultracentrifugation method cannot be used to analyze microvolume body fluids. To remove these technical barriers, we propose the use of cellulose nanofiber paper (called nanopaper) to directly capture EVs from trace amounts of patient body fluids even on moist organs during surgery and stably store the EVs until postsurgery analyses. The reason why we chose the material of cellulose because it shares the same polysaccharide backbone as sterilized gauze, which has a demonstrated history of successful application inside the body. Cellulose nanofibers, which mainly originate from wood cell walls, have attracted considerable attention owing to their fascinating properties, such as low density (1.6 g/cm^3^), high strength (2–3 GPa), large specific surface areas (up to ca. 800 m^2^/g), abundant hydroxyl groups, strong water absorption, sustainability, biocompatibility, and biodegradability^14–16^. Additionally, cellulose nanofibers can now be produced on a large-scale in industrial operations, and their market is projected to reach USD 2.0 billion by 2030^17^. Starting from a cellulose nanofiber/water dispersion, cellulose nanofibers can be used to fabricate nanopaper with tailorable nanostructures by controlling the packing behaviors of cellulose nanofibers during drying^18–21^. The packing behaviors of cellulose nanofibers and the resulting pore size distribution of the nanopaper can be tuned by the surface tension of a surrounding liquid before drying^20^, thereby affording intentional opening/closing of the porous nanostructures of the nanopaper. When the nanopaper was prepared by drying in the presence of water with a high surface tension, the resulting nanopaper had densely packed nanostructures (closed pores), providing oxygen barrier properties^22,23^. Nanopaper with porous nanostructures (opened pores) was also prepared by drying in the presence of a low-surface-tension liquid, such as *tert*-butyl alcohol (*t*-BuOH)^18,20,21^, and has been applied to aerosol treatment^21^ and water/wastewater treatment processes^24^. To the best of our knowledge, however, no one has developed capturing EVs with sizes ca. 40–200 nm within porous nanopaper. We conceived of using the biocompatibility and open pores of the porous nanopaper to directly capture EVs from body fluids on human tissue, and using the closed pores after drying and the resulting oxygen barrier properties to store the captured EVs.

In this study, the porous nanopaper is tailored, denoted CNF sheet, and used for capturing EVs from body fluids on human tissues directly and for storing the EVs. We design the pore sizes based on the small EV size to be capture and the paper thickness based on the balance between handleability and adhesion to human tissues. CNF sheet can capture EVs from 10 μL of body fluids by simply attaching to the moistened tissues via capillary force. When the CNF sheet is dried, the porous nanostructures close automatically due to the high surface tension of water. After drying out, the CNF sheet with closed pores can also store the captured EVs at room temperature for at least 7 days, and the captured EVs within the sheet can be released in phosphate buffer. By using CNF sheets, various EVs are captured and those EVs are mainly CD63-positive small EVs. In addition, small RNAs in EVs can be identified by using CNF sheet capture for small RNA profile analysis. Through CNF sheet analysis in the body, this method unveils the unique profile of ascites EVs in the very early phases of cancer progression in vivo and the actual location-based heterogeneity of EVs in patients. This spatial exosome analysis can provide new concepts of EV isolation/preservation and EV translation biology in cancer.

## Results

### CNF sheets capture intact EVs

The EV capture and storage process using the CNF sheet consists of the following steps: EV capture by absorption of body fluid, EV storage by drying, washing, and EV release (Fig. 1a, Supplementary movie 1). When 10 µL of body fluid is dropped onto the CNF sheet, the EVs in the fluid penetrate to the inside of the sheet owing to its tailored pores and sufficient water absorbency (Supplementary Fig. 1). Subsequent drying treatment closes the pores within the CNF sheet by the aggregation of cellulose nanofibers, allowing the EVs to be stored at room temperature for 7 days; after 7 days, a 10-s washing with PBS opens the pores slightly, but not enough to release the EVs inside, and removes any contaminants adsorbed on the surface {field-emission scanning electron microscope (FE-SEM) images in Fig. 1a}. Finally, EVs can be recovered from the fully opened pores within the CNF sheet by immersing it in PBS for 5 min. Note that the FESEM images shown in Fig. 1a represent the results obtained through saliva supply. The CNF sheet fabricated in this study was ~3 inches in diameter and translucent at the time of fabrication due to the pore sizes of ~300 nm but became more transparent after supplying body fluid and then drying out due to the closed pores (Fig. 1b). The pore size distributions of the CNF sheet also varied with each operation: ~300 nm at fabrication, ~10 nm after drying out (Supplementary Fig. 2), ~20 nm after washing, and ~300 nm after EV recovery (Fig. 1c). Such a series of changes in pore size distributions within the CNF sheet can be associated with drying/wetting-induced pore closing/opening because of the interactions of water and the abundant hydroxyl groups of cellulose nanofibers, as follows: (1) The open pores within the CNF sheet close after the addition of body fluid and then drying because the evaporation of water, which has a high surface tension, causes aggregation of cellulose nanofibers and the formation of hydrogen bonds between the nanofibers. During this stage, the EVs form hydrogen bonds with the hydroxyl groups of the nanofibers (Supplementary Fig. 3). (2) The closed pores gradually open after immersion in water because water can penetrate into the hydrogen bonds between cellulose nanofibers and thus gradually widen the distance between the nanofibers. During this stage, the hydrogen bonds between the EVs and the nanofibers are broken due to the hydration of the EVs, resulting in the release of the EVs from the nanofibers (Supplementary Fig. 3). The CNF sheet had sufficient wet strength to be used in each operation.

**Fig. 1:**
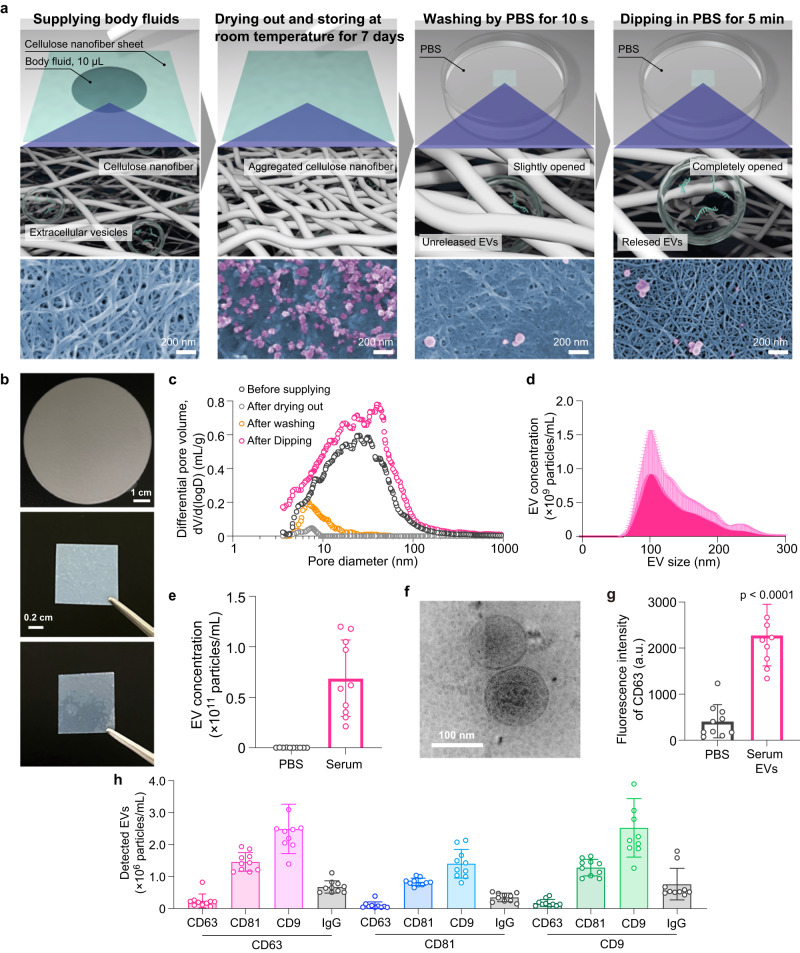
CNF sheets capture intact EVs. **a** Conceptual diagram of the CNF operating principle and the corresponding FE-SEM image obtained using a saliva sample. The top row shows an overhead view of the CNF sheet, representing the supply of fluid by pipette, storage and drying for 7 days, washing by immersion in PBS for 10 s, and EVs removal by immersion in PBS for 5 min. The middle row shows a magnified view of CNFs. The bottom row shows SEM images during each experimental process when saliva was used. **b** Photograph of EV sheet (~3 inches in diameter) at the time of production (upper row), before use (middle row) cut into 1 cm squares, and after water absorption and drying (lower row). **c** Pore size distribution before supplying body fluids, after drying, after PBS washing for 10 s, and after PBS immersion for 5 min using the mercury intrusion method. **d** Size distribution of EVs recovered from 10 μL of serum using EV sheets. *n* = 10. **e** Size distribution of contaminants recovered from 0.22 μm-filtered PBS and EVs recovered from 10 μL of serum using EV sheets. Each dot indicates the respective data value, and error bars indicate SD of a series of measurements (*n* = 10). PBS indicates 10 µL of 0.22 µm-filtered PBS; serum indicates 10 µL of serum from ovarian cancer patients pipetted onto CNF sheets, dried, stored, washed, recovered, and measured by NTA. **f** A CryoEM image of EVs recovered from serum using CNF sheets. **g** Detection of CD63 with fluorescence-labeled antibody using a well plate and a plate reader. CD63 detection of contaminants recovered from 10 µL of 0.22 μm-filtered PBS (denoted as PBS) and EVs recovered from 10 µL of serum (denoted as serum EVs) using CNF sheets. arbitrary units (a.u.) (**h**) Exoview detection of EVs recovered from 10 µL of serum using CNF sheets. CD63, CD9, and CD81 below the line indicate captured antibodies, while CD63, CD9, CD81, and IgG above the line indicate detected antibodies. *n* = 10. **c**–**e**–**g**, **h** Data are presented as mean values with SD. Each experiment was repeated at least three times (**c**–**e**–**g**, **h**).

Before using the CNF sheet to directly capture EVs from moistened organs, the concept of EV capture in serum was tested. After 10 µL of serum was applied to the CNF sheet, the CNF sheet was dried, stored, and washed, and the recovered EVs had a size distribution of 40-300 nm (Fig. 1d). Comparing the size distribution of contaminants from 0.22 µm-filtered PBS samples (Fig. 1e, Supplementary Fig. 4a), we can say that the CNF sheet was able to isolate EVs from serum samples. In a comparison of the concentration of EVs recovered from 10 µL serum with contaminants from 0.22 µm-filtered PBS samples, the CNF sheets recovered an EV concentration of ~10^11^ particles/mL (Fig. 1e). The amount of EVs introduced versus the amount recovered showed an ~100% recovery efficiency up to 10^9^ particles (Supplementary Fig. 5). Cryo-electron microscopy (cryo-EM) showed that the EVs recovered from 10 µL serum had spherical shapes covered with lipid bilayers (Fig. 1f), while retaining their original EV size. (Supplementary Fig. 6), and we also confirmed membrane proteins as EV markers (Fig. 1g, h). Based on this characterization, the EVs recovered from 10 µL serum using the CNF sheet were categorized as CD63-positive small EVs. Moreover, the long-term storage of EVs on CNF sheets was also confirmed, as the CNF sheet could store CD63-positive small EVs at ~10^11^ particles/mL for at least 90 d when the CNF sheet was dry (Supplementary Fig. 4b, c). Furthermore, even more remarkably, the EV concentration recovered from 10 µL of serum using the CNF sheet surpassed that obtained from 250 µL of serum through ultracentrifugation. Additionally, the calculated purity, determined by dividing the concentration by the protein content, demonstrated an even higher value with the CNF sheet method (Supplementary Fig. 7). The above proof-of-concept experiment highlighted the significant benefits of the CNF sheet for capturing EVs from wet human tissues, storing them, and even releasing them.

### Small RNA sequencing for EVs in CNF sheets

To further characterize the EVs captured by CNF sheets (CNF sheet EVs), small RNA sequencing (small RNA-seq) was performed by using the total RNAs extracted from CNF sheet EVs of serum (Fig. 2a). In recent decades, miRNAs in EVs have been well investigated and found to perform essential roles in physiological biology^25,26^. After dropping 10 µL of serum into the CNF sheets and drying and washing the CNF sheets, miRNAs were extracted by immersion in lysis buffer instead of recovery in PBS (Supplementary movie 2), and miRNAs were analyzed by a next-generation sequencing (NGS). The pore size distributions of the CNF sheet after lysis buffer treatment suggested that the lysis buffer could open the pores and release miRNAs inside EVs simultaneously (Fig. 2b). Two independent sequencing analyses were performed on the same sample, and the miRNA profiles were sufficiently comparable because of high reproducibility (Fig. 2c). These data suggested that those miRNAs were definitely present in CNF sheet EVs. In addition, 7 days of CNF sheet drying resulted in higher read counts and annotated ratio as miRNAs than 1 day of drying (Supplementary Fig. 8). Considering the number of miRNA reads, EV concentrations, and CD63 expression, the number of storage days was set to 7 days in subsequent experiments.

**Fig. 2:**
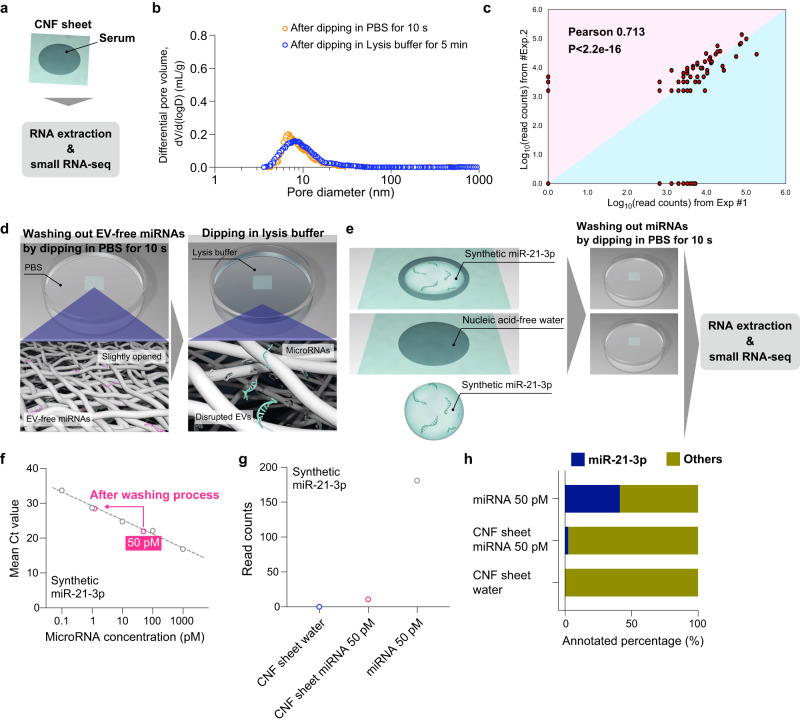
Small RNA sequencing for EVs in CNF sheets. **a** Schematic illustrations of RNA extraction and small RNA-seq from serum. **b** Pore size distribution after PBS washing for 10 s and after lysis buffer immersion for 5 min. The experiment was repeated at least three times. **c** Dot plot of miRNA read counts from 2 independent small RNA-seq samples by using the same serum sample. **d** Conceptual illustrations of extracting EV-miRNAs from isolated EVs inside the CNF sheet. **e** Schematic illustrations of examination to check the efficiency of EV-free miRNA removal. **f** The qRT‒PCR results before supplying EV-free miRNAs and after lysis buffer immersion for 5 min. **g** The NGS read count results for the negative control (CNF sheet water), after lysis buffer immersion for 5 min (CNF sheet miRNA 50 pM), and before supplying EV-free miRNAs (miRNA 50 pM). **h** Annotated rate of EV-free miRNAs in the negative control (CNF sheet water), after lysis buffer immersion for 5 min (CNF sheet miRNA 50 pM), and before supplying EV-free miRNAs (miRNA 50 pM).

In our methods of RNA extraction from CNF sheet EVs, EV-free miRNAs were washed out, and then RNAs were collected by lysis buffer (Fig. 2d). To examine the efficiency of EV-free miRNA removal by the washing operation (the 10-s washing with PBS), 10 µL of synthetic miRNA at a concentration of 50 pM was dropped into the CNF sheet, the CNF sheets were dried and stored for 7 days, and after subsequent washing, miRNA extraction using lysis buffer and quantitative evaluation using quantitative reverse transcription PCR (qRT‒PCR) and small RNA-seq was performed (Fig. 2e). Considering the number of reported miRNA types and miRNA concentrations in serum, the concentration of EV-free miRNA was set at 50 pM. Quantitative evaluation by qRT‒PCR confirmed that 50 pM EV-free miRNA became 1 pM during the washing operation (Fig. 2f). Small RNA-seq also confirmed that the number of reads at 50 pM decreased from 180 to 11 with the wash operation (Fig. 2g). Correspondingly, the annotation rate of EV-free miRNAs decreased from 41% to 2% (Fig. 2h). Note that the other miRNAs here might be due to external contamination or error reads. Taken together, these results suggested that CNF sheets did not capture free miRNAs and that small RNA-seq for CNF sheet EVs enabled the analysis of EV-dependent miRNAs.

### CNF sheet attachment method in vivo

Since the CNF sheets were able to capture EVs from a tiny volume of body fluids, we investigated utilizing this method of EV capturing by CNF sheets to capture a tiny amount of ascites on organs, including the ovary, uterus, peritoneum, omentum, liver, and other organs in the peritoneal cavity. The actual EV capture process from moistened organs using the CNF sheet consists of the following steps: EV capture by absorption of ascites on organs, EV storage by drying, washing, and EV release (Fig. 3a, Supplementary movie 3). Once CNF sheets were attached to the moistened organs, the sheet captured EVs from the surface. After the drying and washing process, intact EVs were isolated. To test this process, CNF sheets were attached to the peritoneal wall of mice that did not have apparent ascites (Fig. 3b). The EVs collected from the surface of peritoneal wall were characterized and confirmed as EVs, with a size distribution of 100–250 nm (Fig. 3c), EV concentration of ~10^9^ particles/mL (Fig. 3d), spherical shape covered with lipid bilayers (Fig. 3e), and membrane proteins known to be EV markers (Fig. 3f). After confirmation of this CNF sheet attachment method, we hypothesized that EVs at different locations might have different EV profiles. The EVs on the liver surface and peritoneum were collected from mice (Fig. 3g), and small RNA-seq was performed. 

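Small RNA-seq profiles of EVs on CNF sheets from 5 pelvic peritoneum samples and 5 liver surface samples of the orthotopic series on day 0 were taken as the samples of Fig. 3h, whose legend gives 5 samples per site. The sample labels name the diaphragm where the paper names the liver surface, and the paper's term is kept here. The authors trimmed adapters, mapped reads to miRBase 22 with up to 2 mismatches in CLC Genomics Workbench 9.5.3 and gave each miRNA in RPM (reads of the miRNA per 1e+06 reads). The assignment of reads that match more than 1 miRNA, or either strand of a locus, is not stated in the paper's text. Whole reads recovered from the RPM values numbered 1022869 to 1682346 per pelvic sheet (median 1327307) and 1053028 to 2540577 per liver surface sheet (median 1510636). A miRNA with 0 reads on all 5 pelvic sheets was given an upper bound of 0.454 RPM, which is 3 reads among 6604692 and covers counting error only. The 385 miRNAs at 10 RPM or more in at least 5 of the 10 sheets were compared as log2(RPM + 10) with the moderated test of limma, two-sided, and called at the thresholds of the Fig. 3h legend, an adjusted p under 0.05 and a log2 fold change over 1 in size. Fold changes are given as liver surface over pelvic peritoneum. The p-values measure only the spread between these sheets. The reporting summary describes samples replicated 3 times from the same spot, and how that applies to the 5 sheets of a site is not stated.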

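On day 0 miR-21a-5p, an abundant miRNA in most tissues, was the largest single contributor at both sites, with 109479 ± 17886 RPM on the pelvic peritoneum and 90605 ± 25852 RPM on the liver surface (SD, n = 5 sheets each). It was followed by miR-26a-5p at 98404 ± 5237 and 83673 ± 22508 RPM (SD, n = 5 each). The let-7 family member let-7f-5p stood at 68566 ± 10082 RPM on the pelvic peritoneum and 61177 ± 11632 RPM on the liver surface (SD, n = 5 each), and let-7g-5p at 36441 ± 3143 and 36615 ± 4521 RPM. In total 54 miRNAs reached 1000 RPM on all 10 sheets, and 510 of the 1216 miRNAs with reads on any sheet had reads on all of them. Across miRNAs the rank correlation between 2 sheets averaged 0.933 within a site (20 pairs, range 0.864 to 0.972) and 0.900 between sites (25 pairs, range 0.796 to 0.959), a difference that was not tested.

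Against this shared background, limma called 3 of 7 tested miRNAs of the Hox gene clusters, which hold genes that pattern the body axis, lower on the liver surface (5 when adjusted over the list alone), and the list had a median log2 fold change of -1.73. The gene-set test camera gave this list an adjusted p of 1.48e-08 at its preset correlation of 0.01, a call that was lost with a correlation estimated from the data (adjusted p = 0.138). The paper names the 3 called miRNAs as higher on the pelvic peritoneum, from sheets taken to be these. The list test is therefore no independent support. Over all 385 miRNAs limma called 3 higher and 3 lower on the liver surface, and 46 had an unadjusted p under 0.05. With the replicate number as a block, which the sheets of the 2 sites shared, limma called 16 higher and 5 lower. Median-of-ratios scaling moved the median of all tested miRNAs from -0.15 to -0.01 and gave 2 higher and 4 lower. Counts from DESeq2 were 11 higher and 5 lower.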

Although there were certain universal miRNAs, each set of EVs had a unique profile. Five miRNAs, mmu-miR-615-3p, mmu-miR-196b-5p, mmu-miR-196a-5p, mmu-miR-10b-3p and mmu-miR-10b-5p, were highly expressed in EVs from the pelvic peritoneum compared to the liver surface, and in contrast, 12 miRNAs, mmu-miR-335-5p, mmu-miR-214-3p, mmu-miR-199a-5p, mmu-miR-106b-3p, mmu-miR-31-5p, mmu-miR-93-5p, mmu-miR-126a-5p, mmu-miR-126b-3p, mmu-miR-126a-3p, mmu-miR26b-5p, mmu-miR-122-3p and mmu-miR-802-5p, were highly expressed in EVs on the liver surface. Those EVs were conventionally analyzed as a single body fluid, ascites, but this method can independently analyze those EVs with location information (Fig. 3h). These data can shed light on an unveiled aspect of EV biology because miRNAs in EVs are strongly expected to have biological functions, and the location difference can contribute to understanding detailed EV-miRNA mechanisms.

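Pelvic peritoneum EVs carried miR-196a-5p, made from 2 Hox cluster genes, at 586 ± 194 RPM against 40.4 ± 41.2 RPM on the liver surface (SD, n = 5 sheets each), a log2 fold change of -3.77 (SE 0.45, limma adjusted p = 0.00108). The related miR-196b-5p stood at 543 ± 117 against 151 ± 71.9 RPM (SD, n = 5 each, log2 fold change -1.85, SE 0.32, limma adjusted p = 0.00767), a call that ended without replicate 2, 4 or 5. Another Hox cluster product, miR-615-3p, stood at 330 ± 91.7 against 90.4 ± 22.9 RPM (SD, n = 5 each, log2 fold change -1.75, SE 0.27, limma adjusted p = 0.00362). The most abundant of the pelvic set, miR-10b-5p, averaged 30809 ± 10412 against 10112 ± 5259 RPM (SD, n = 5 each) and did not pass in limma (-1.73, SE 0.41, adjusted p = 0.0688). It passed with the replicate number as a block (adjusted p = 0.00460), after scaling (0.0239), in edgeR (0.0334) and in DESeq2 (0.000104), in a range of adjusted p from 0.000104 to 0.728 over all alternatives. Its partner strand miR-10b-3p did not pass in limma either (-1.17, SE 0.36, adjusted p = 0.286) and passed with the block and in DESeq2.

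Liver surface EVs carried miR-122-5p, the main miRNA of hepatocytes, at 47687 ± 71607 RPM against 122 ± 163 RPM on the pelvic peritoneum (SD, n = 5 sheets each), a log2 fold change of 7.92 (SE 1.15, limma adjusted p = 0.00286) with single sheets from 1266 to 174591 RPM. The second hepatocyte miRNA, miR-802-5p, had 612 reads on the liver surface sheets (single sheets from 14.3 to 174 RPM) and 0 on the pelvic sheets. Its liver surface mean was at least 128-fold above the pelvic bound, or at least 63.6-fold without the liver surface sheet of replicate 3. limma did not test that ratio, and called miR-802-5p higher at a log2 fold change of 2.36 (SE 0.43, adjusted p = 0.0104). That call ended after scaling (adjusted p = 0.0724), in edgeR (0.0599), at a pseudocount of 50 RPM and without replicate 2 or 4, in a range of adjusted p from 2.02e-07 to 0.243 over all alternatives. Of 5 hepatocyte miRNAs tested limma called 2 higher (2 when adjusted over the list alone), and scaling, edgeR and DESeq2 called 1 each. That was miR-122-5p after scaling and in edgeR, and miR-802-5p in DESeq2, where miR-122-5p was not called. The passenger strand miR-122-3p had 0 reads on the pelvic sheets and 0.950 to 551 RPM on single liver surface sheets. It was by mean level at least 333-fold higher, or at least 114-fold without the liver surface sheet of replicate 3. It fell short of the filter and was not tested in the main fit, and limma did not call it when no filter was used. miR-122b-3p, whose level followed that of miR-122-5p at a ratio of 0.158 to 0.315 over 12 libraries, also passed in limma (7.12, SE 1.05) but not in DESeq2. The same reads may count for either.

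The endothelial miR-126a-3p, from within Egfl7, averaged 6349 ± 6831 RPM on the liver surface and 770 ± 538 RPM on the pelvic peritoneum (SD, n = 5 each) and did not pass in limma (2.34, SE 0.81, adjusted p = 0.358). The same held for the mesenchymal miR-199a-5p (log2 fold change 1.15) and miR-214-3p (0.99), for miR-93-5p (1.08) and miR-106b-3p (0.83) from within Mcm7, and for miR-31-5p (1.57) and miR-335-5p (0.86). Of these miR-126a-3p, miR-199a-5p, miR-93-5p and miR-31-5p passed with the replicate number as a block, and all but miR-106b-3p passed in DESeq2. The antisense pair miR-126a-5p and miR-126b-3p had nearly the same change (2.07 and 2.04) and cannot be told apart here. The level of miR-26b-5p was 15928 ± 3287 RPM on the liver surface and 16479 ± 2264 RPM on the pelvic peritoneum (SD, n = 5 each, log2 fold change -0.07).

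**Figure D1:**
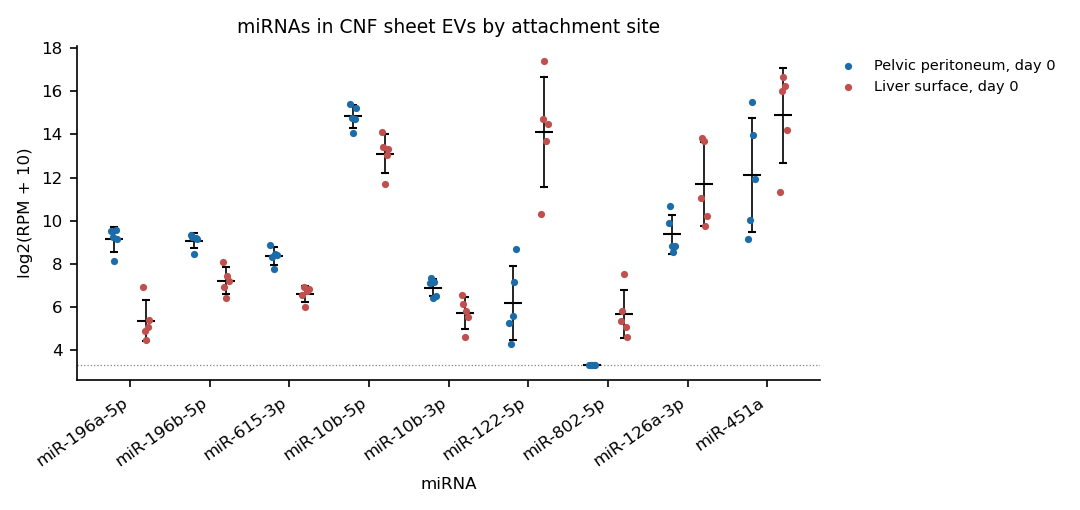
miRNAs of CNF sheet EVs from the pelvic peritoneum and the liver surface on day 0. Dots are sheets, bars show the mean and SD (n = 5), and the dotted line marks log2(10), the value of a miRNA without reads.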

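The largest differences between the sites on day 0 held their direction within each library series. A library series here is a code shared by library names, and what the code stands for is not stated. For miR-196a-5p the log2 fold change was -3.58 within the first series (replicates 1, 3 and 4) and -4.05 within the second (replicates 2 and 5). For miR-122-5p it was 7.81 and 8.09, for miR-615-3p -1.93 and -1.49, for miR-196b-5p -1.67 and -2.12, and for miR-10b-5p -1.79 and -1.64. All 6 called miRNAs had the same direction in both series. This was bound to hold, as for each of them no liver surface sheet overlapped the pelvic sheets. In the first series alone limma called 0 of them (23 miRNAs at an unadjusted p under 0.05, edgeR and DESeq2 not run by series).

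Red blood cell miRNAs, with miR-451a at 53591 ± 41763 RPM on the liver surface and 13424 ± 19082 RPM on the pelvic peritoneum (SD, n = 5 sheets each), had a median log2 fold change of 2.81 over 7 members. limma called 0 of them (6 at an unadjusted p under 0.05, and 6 when adjusted over the list alone), edgeR 0 and DESeq2 0, while the fit with the replicate number as a block called 7. The endothelial list of 4 miRNAs around Egfl7 had a median of 2.05, and limma called 0 (4 at an unadjusted p under 0.05, 4 when adjusted over the list alone), edgeR 0 and DESeq2 4, while the fit with the block called 3. Of 5 muscle miRNAs, among them miR-1a-3p at 7001 ± 7578 and 4445 ± 2882 RPM (SD, n = 5 each), limma called 0 (1 at an unadjusted p under 0.05, 0 when adjusted over the list alone), edgeR 0 and DESeq2 1. Of 9 let-7 miRNAs limma called 0 (0 at an unadjusted p under 0.05, 0 when adjusted over the list alone), edgeR 0 and DESeq2 0.

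For the 2 sites the paper states that EVs usually pooled and analysed as 1 body fluid can be analysed apart, each with its location, by this method (Fig. 3h).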

**Fig. 3:**
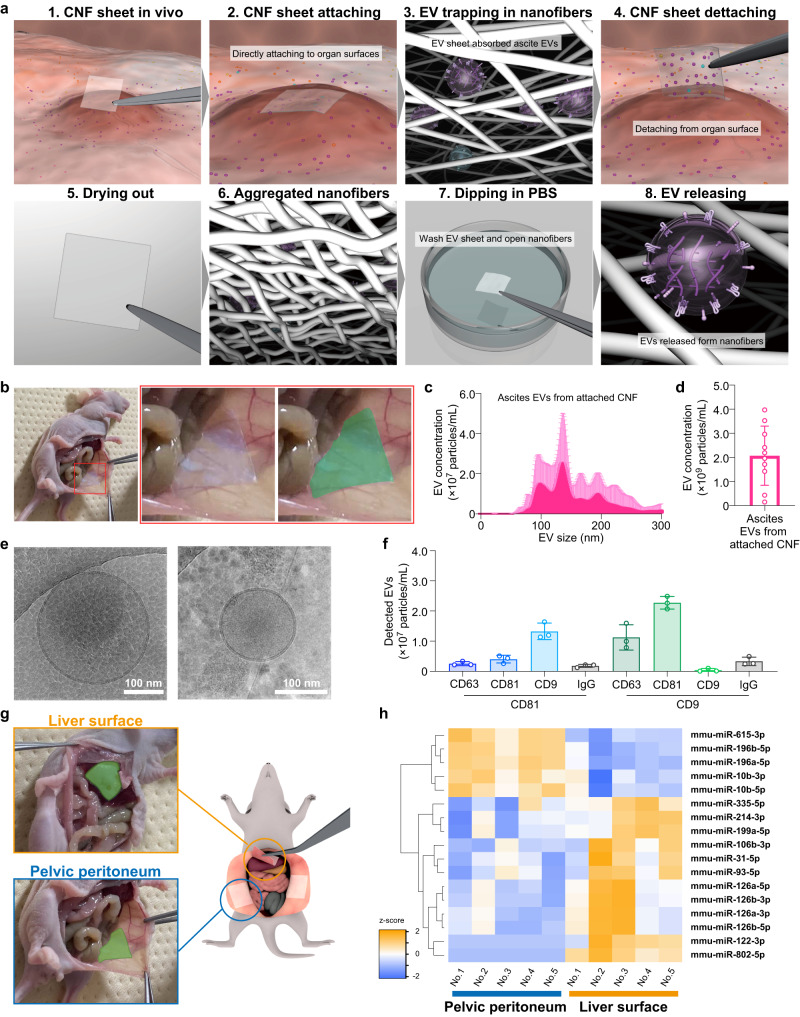
CNF sheet attachment method in vivo. **a** Schematic illustrations of the CNF sheet attachment method. CNF sheets were directly attached to organ surfaces, where they absorbed ascites EVs. After detachment from the organ surface, the sheets were completely dried out, and the cellulose nanofibers were aggregated. CNF sheets were washed, and cellulose nanofibers were opened. Finally, the EVs were released from the CNF sheets. **b** Representative photos of CNF sheet attachment to the peroneal wall. **c**, **d** The size distribution and concentration obtained by nanoparticle tracking assays (NTAs) for mouse ascites EVs by using CNF sheets. *n* = 10. **e** Cryo-EM image of EVs recovered from CNF sheet EVs from mouse ascites. **f** Single-particle quantification was performed using the ExoView platform. *n* = 3 from independent mice. The numbers of detected EVs are displayed in bar charts. **g** Schematic illustrations of CNF sheet attachment sites at the liver surface or peritoneum. **h** A heatmap showing 17 differentially expressed miRNAs from CNF sheet EVs based on small RNA-seq. *n* = 5: EVs from the liver surface and *n* = 5: EVs from the peritoneum. Adjusted *P*-values < 0.05, |log2FC | > 1. **c**, **d**–**f** Data are presented as mean values with SD. Each experiment was repeated at least three times (**c**, **d**–**f**).

### CNF sheets in ovarian cancer models

Next, to test whether CNF sheet EVs capture physiological EVs, ovarian cancer models were used because cancer cells frequently metastasize into the peritoneal cavity, and the EVs in ascites play an important role^11,27^. ID8 cells, which are mouse ovarian carcinoma cells, were injected intraperitoneally (IP), and tumor growth was monitored by an in vivo imaging system (Fig. 4a). This mouse model accumulates ascites later than 4 weeks, but we sacrificed the mice at day 14. At that time, there were no apparent ascites, but EVs were able to be collected by CNF sheets from tumor-bearing mice or normal mice (Fig. 4b). 

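Small RNA-seq profiles of CNF sheet EVs and of tissues on day 14 of the IP model were compared in 3 libraries of tumor-bearing and 3 of normal mice per sample type. The tissues are tumors from the tumor-bearing mice and ovaries from the normal mice (Fig. 4 legend), so the tissue contrast also differs in organ. Reads assigned to miRNAs numbered 1155047 to 1585807 per tumor EV library (median 1265435) and 701652 to 1075029 per normal EV library (median 718768). Tumor tissue libraries held 483705 to 841430 (median 641593) and normal ovary libraries 1035355 to 1263506 (median 1070595). The test and thresholds were those used for Fig. 3h, with 378 miRNAs tested in EVs and 357 in tissue at 10 RPM or more in at least 3 of 6 libraries, and fold changes are tumor over normal. With 3 against 3 libraries an exact permutation test cannot fall below p = 0.10. Whether the 3 libraries of a group come from different mice, or are the 3 samples from the same spot of the reporting summary, is not stated. The p-values therefore measure only the spread between these libraries.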

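miR-21a-5p, often raised in tumors, made up 337277 ± 22573 RPM of tumor EVs and 103010 ± 49436 RPM of normal EVs on day 14, against 124352 ± 12889 RPM in tumor tissue and 18527 ± 2991 RPM in normal ovaries (SD, n = 3 each). The smooth muscle and stromal miR-143-3p, the most abundant miRNA of the ovaries at 183373 ± 38083 RPM, stood at 86744 ± 31648 RPM in tumor tissue (SD, n = 3 each). Over 422 miRNAs the rank correlation with tumor tissue averaged 0.791 for tumor EVs (SD 0.0113) and 0.709 for normal EVs (SD 0.0551, n = 3 libraries each), a difference of 0.0823 (exact two-sided permutation p = 0.1, the smallest possible). With normal ovaries the correlation was 0.695 for tumor EVs (SD 0.00951) and 0.706 for normal EVs (SD 0.0420, n = 3 each, exact two-sided permutation p = 0.8). Without the filter on low values the difference toward tumor tissue turned to -0.000437. In principal components of the 12 profiles, of which the first 2 held 43.0% and 32.3% of the variance, tumor EVs lay at a distance of 28.7 from tumor tissue, 36.3 from normal EVs and 40.4 from normal ovaries.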

Small RNA-seq showed that miRNAs in CNF sheet EVs had distinct profiles (Fig. 4c) that closely resembled the cancer tissue profile (Fig. 4d). Compared to normal mice, there were many differentially expressed miRNAs in tissue and CNF sheets (Fig. 4e), and those miRNAs were found by pathway analyses to be associated with cancer-related miRNAs (Fig. 4f). 

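Among the miRNAs higher in tumor EVs, miR-184-3p rose from 3.57 ± 2.07 RPM in normal EVs to 2215 ± 702 RPM (SD, n = 3 each), a log2 fold change of 7.32 (SE 0.30, limma adjusted p = 7.8e-06). miR-31-5p rose by a log2 fold change of 6.28 (SE 0.43, limma adjusted p = 2.99e-05). The miRNAs of 1 cluster on chromosome 6 rose together, miR-182-5p by 6.21 (SE 0.34), miR-183-5p by 5.68 (SE 0.29) and miR-96-5p by 5.50 (SE 0.27). So did those of a cluster on the X chromosome, miR-503-5p by 5.99 (SE 0.28), miR-322-5p by 5.95 (SE 0.21) and miR-542-3p by 4.86. All 3 members of the miR-34 family, which p53 induces, were called higher (3 when adjusted over the list alone), led by miR-34a-5p at 1151 ± 106 against 64.6 ± 2.22 RPM (SD, n = 3 each, log2 fold change 3.96, SE 0.20, limma adjusted p = 1.05e-05). With an estimated correlation camera gave that list an adjusted p of 0.474. miR-21a-5p rose by 1.85 (SE 0.37, limma adjusted p = 0.00432).

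All 25 tested miRNAs of the imprinted Dlk1-Dio3 cluster on chromosome 12 were called lower in tumor EVs (25 when adjusted over the list alone), by a median log2 fold change of -3.20 over a range from -4.52 to -1.90. miR-127-3p fell to 296 ± 56.8 RPM from 6450 ± 2575 RPM (SD, n = 3 each, log2 fold change -4.33, SE 0.35, limma adjusted p = 5.93e-05). Scaling, edgeR and DESeq2 also called 25 lower. camera gave this list an adjusted p of 1.12e-08, and the call was lost with an estimated correlation (adjusted p = 0.904). Of 8 leukocyte miRNAs 7 were lower (7 when adjusted over the list alone), with miR-150-5p at 835 ± 81.4 against 10228 ± 4963 RPM (SD, n = 3 each, log2 fold change -3.46, SE 0.40, limma adjusted p = 0.000334) and miR-146a-5p at 1117 ± 178 against 9225 ± 3292 RPM (SD, n = 3 each, log2 fold change -2.97, SE 0.32). All 4 muscle miRNAs were lower (4 when adjusted over the list alone), with miR-1a-3p at -1.85 (SE 0.36) and miR-133a-3p at -2.51 (SE 0.43). camera did not call the leukocyte list (adjusted p = 0.106) or the muscle list (0.225) at the preset correlation, and with an estimated one both had an adjusted p of 0.904. The epithelial miR-200b-3p was lower by a log2 fold change of -3.03 (SE 0.36).

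limma called 61 of the 378 miRNAs higher and 136 lower in tumor EVs. Median-of-ratios scaling moved the median of all tested miRNAs from -0.53 to -0.08 and gave 80 higher and 97 lower, and DESeq2 called 96 higher. Scaling ended the lower calls of miR-143-3p (-1.64), miR-221-3p (-1.31), miR-148a-3p (-1.06) and miR-192-5p (-1.05). Without replicate 1 in both groups 52 were higher and 86 lower. The normal library of replicate 3 held 113100 RPM of the red blood cell miR-451a, and of 7 red blood cell miRNAs limma called 0 (0 at an unadjusted p under 0.05, 0 when adjusted over the list alone), edgeR 0 and DESeq2 0.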

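In tumor tissue miR-184-3p stood at 584 ± 183 RPM against 18.2 ± 11.2 RPM in normal ovaries (SD, n = 3 each), a log2 fold change of 4.43 (SE 0.38, limma adjusted p = 0.000917). miR-21a-5p rose by a log2 fold change of 2.75 (SE 0.22, limma adjusted p = 0.000917), and let-7i-5p, of the let-7 family, stood at 140614 ± 18031 against 28681 ± 6363 RPM (SD, n = 3 each, log2 fold change 2.31, SE 0.24, limma adjusted p = 0.00159). miR-224-5p rose by a log2 fold change of 3.33 (SE 0.43) and miR-9-5p by 2.90 (SE 0.32). The largest rise was that of miR-215-5p (8.00, SE 1.49, limma adjusted p = 0.00911), with 256 RPM in tumor 3 against a group mean of 11020 ± 9344 RPM (SD, n = 3), and that call ended without normal ovary 2. Lower in tumors were the Hox cluster miRNAs miR-196b-5p at 447 ± 65.7 against 3628 ± 999 RPM (SD, n = 3 each, log2 fold change -2.97, SE 0.26, limma adjusted p = 0.000917) and miR-10b-5p at 11606 ± 5511 against 66799 ± 4459 RPM (SD, n = 3 each, log2 fold change -2.66, SE 0.41, limma adjusted p = 0.00479).

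By list, 6 of 7 miRNAs raised by inflammation or wounding were higher in tumor tissue (6 when adjusted over the list alone), 7 of 11 often raised in carcinomas (7 when adjusted over the list alone) and 4 of 8 leukocyte miRNAs (4 when adjusted over the list alone). Of the Hox cluster miRNAs 5 of 7 were lower (5 when adjusted over the list alone), by a median of -1.79. camera with its preset correlation gave the inflammation list an adjusted p of 0.00031 and the carcinoma list 0.00445, and these calls were lost with an estimated correlation (adjusted p = 0.300 for each list). The leukocyte and Hox cluster lists had an adjusted p of 0.456 and 0.322 with an estimated correlation. Of 4 hepatocyte miRNAs limma called 0 (2 at an unadjusted p under 0.05, 0 when adjusted over the list alone), edgeR 2 and DESeq2 3.

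limma called 47 of the 357 miRNAs higher and 37 lower in tumor tissue. Without replicate 1 in both groups limma called 0 (87 at an unadjusted p under 0.05, edgeR and DESeq2 not run on that set), so none of the tissue calls above held in that fit. Over all alternatives the log2 fold change was 2.65 to 2.94 for miR-21a-5p (adjusted p at most 0.0819), 2.10 to 2.54 for let-7i-5p (at most 0.0949) and -3.15 to -2.75 for miR-196b-5p (at most 0.0680), and it varied more for miR-184-3p (3.19 to 5.07), miR-9-5p (1.84 to 3.47) and miR-215-5p (6.28 to 10.83). Without replicate 2 limma called 48 higher and 41 lower (68 of the 84 calls kept), and without replicate 3 it called 43 and 31 (64 of 84 kept). Without normal ovary 1 there were 22 higher and 14 lower, without normal ovary 2 there were 22 higher and 12 lower, and without normal ovary 3 there were 42 higher and 21 lower.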

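Higher both in tumor EVs and in tumor tissue were 14 miRNAs, among them miR-184-3p, miR-31-5p, miR-182-5p, miR-183-5p, miR-96-5p, miR-9-5p, miR-34a-5p, miR-21a-5p and the hypoxia-induced miR-210-3p. Of 327 miRNAs tested in both sample types 53 were higher in EVs and 45 in tissue, which would share 7.29 by chance (one-sided Fisher exact p = 0.00544). Lower in both were 18, among them the endothelial miR-126a-3p, miR-10a-5p, miR-335-5p, miR-1a-3p and miR-143-3p, with 11.0 by chance (one-sided Fisher exact p = 0.00596). These tests take miRNAs as independent, which clustered miRNAs are not. Without replicate 1 the overlap was 0 in each direction, as limma then called 0 in tissue, while it was 12 higher and 22 lower without replicate 2 and 12 higher and 16 lower without replicate 3.

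Opposite directions were called for 7 miRNAs. The leukocyte miR-142a-3p was lower in tumor EVs (-1.91) and higher in tumor tissue (1.52), as were miR-142a-5p (-2.17 and 1.32) and miR-22-3p (-1.11 and 1.49). The leukocyte miR-223-3p (-2.39 in EVs and 2.42 in tissue) and the muscle miR-206-3p (-2.59 and 2.89) followed the same pattern. Higher in EVs and lower in tissue were miR-196b-5p (2.24 in EVs) and miR-542-3p (-1.05 in tissue). Calculated as tumor effect in EVs over that in tissue, a comparison added after the data were seen, the X chromosome cluster had log2 differences of 6.26 for miR-322-5p and 6.13 for miR-503-5p, and 25 of 27 Dlk1-Dio3 miRNAs (25 when adjusted over the list alone) and 8 of 8 leukocyte miRNAs (8 when adjusted over the list alone) were lower. With an estimated correlation camera called neither list (adjusted p = 0.395 and 0.474). limma called 58 higher and 116 lower in that comparison, and 80 and 86 after scaling, which moved the median of all miRNAs from -0.50 to -0.05.

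From the DE miRNAs of EVs and tumor tissue on day 14 the paper states that pathway analyses found an association with cancer-related miRNAs (Fig. 4f).

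**Figure D2:**
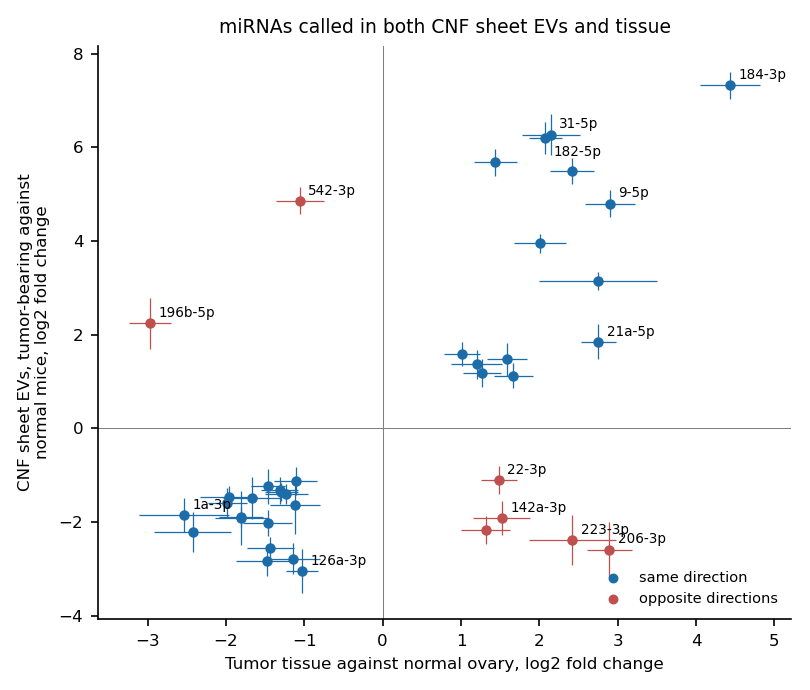
Tumor over normal log2 fold change in CNF sheet EVs and in tissue on day 14 for the 39 miRNAs called in both. Bars show the SE, blue marks the same direction and red the opposite one.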

To examine the earlier phase of tumor progression, CNF sheet analyses were performed in orthotopic ovarian cancer mouse models, in which mice were injected with ID8 cancer cells in the ovarian bursa to represent tumor progression from focal diseases (Fig. 4g). 

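Small RNA-seq profiles on day 4 of the orthotopic model came from 5 pelvic peritoneum and 5 liver surface sheets and were compared with the day 0 sheets of the same site. Reads assigned to miRNAs were fewer on day 4, with 132483 to 410549 per pelvic sheet (median 303743) and 176124 to 661582 per liver surface sheet (median 540687). miRNAs with reads per library numbered 501 to 679 on pelvic sheets of day 4 and 586 to 762 on liver surface sheets. The tests and thresholds were those of day 0, with 403 miRNAs tested for the pelvic peritoneum and 407 for the liver surface, and fold changes are day 4 over day 0. The library names of replicates 1, 3 and 4 of both days share 1 code and those of replicates 2 and 5 another. Values within each of these library series are given beside the pooled ones. Sample numbers recur within the first code, so it may take in more than 1 sequencing run, and the series are no full control for batch. Day 4 against day 0 takes in the injection into the ovarian bursa as well as the tumor. No day 4 sheets from mice without tumor cells are among these libraries, so the 2 cannot be told apart. Profiles of the ascites on day 28 were not analysed here.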

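On the pelvic peritoneum miR-182-5p rose from 20.2 ± 7.22 RPM on day 0 to 689 ± 586 RPM on day 4 (SD, n = 5 sheets each), a log2 fold change of 4.10 (SE 0.53, limma adjusted p = 0.000172, with 3.58 and 4.87 within the 2 library series). Its cluster neighbours miR-183-5p and miR-96-5p rose by 3.81 (SE 0.50) and 2.68. miR-31-5p rose to 240 ± 201 from 13.8 ± 9.53 RPM (SD, n = 5 each, log2 fold change 3.21, SE 0.45, limma adjusted p = 0.000172) and miR-503-5p of the X chromosome cluster to 159 ± 44.9 from 18.1 ± 13.4 RPM (SD, n = 5 each, log2 fold change 2.69, SE 0.37). The largest rise was that of miR-6240 (5.01, SE 0.55, limma adjusted p = 5.5e-05). Lower on day 4 were miR-99a-5p, at 16316 ± 9163 against 80890 ± 13193 RPM (SD, n = 5 each, log2 fold change -2.46, SE 0.33, limma adjusted p = 0.000172, with -2.55 and -2.32 within the series), its neighbour on chromosome 16 let-7c-5p (-1.28, SE 0.24), the muscle miR-1a-3p (-2.35, SE 0.52), the epithelial miR-200b-3p (-1.70, SE 0.36) and the hepatic and intestinal miR-192-5p (-1.44, SE 0.30).

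All 7 red blood cell miRNAs were called higher on the pelvic peritoneum on day 4 (7 when adjusted over the list alone), with miR-451a rising by 3.43 (SE 0.98, limma adjusted p = 0.0179) to 52660 ± 23900 RPM (SD, n = 5). edgeR called 2 of them and DESeq2 4, and neither called miR-451a. Of 30 Dlk1-Dio3 miRNAs 12 were higher (12 when adjusted over the list alone). camera gave each of these lists an adjusted p of 0.0186 at its preset correlation, a call that was lost with an estimated one (adjusted p = 0.684 for each). limma called 76 of the 403 miRNAs higher and 21 lower. Scaling moved the median of all tested miRNAs from 0.18 to -0.07 and gave 60 higher and 42 lower, and edgeR and DESeq2 called 45 and 49 lower. In the second library series alone limma called 0 (67 at an unadjusted p under 0.05, edgeR and DESeq2 not run by series).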

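On the liver surface miR-182-5p rose from 28.5 ± 14.4 RPM on day 0 to 803 ± 608 RPM on day 4 (SD, n = 5 sheets each), a log2 fold change of 4.12 (SE 0.50, limma adjusted p = 0.000105, with 3.65 and 4.83 within the 2 library series), and miR-183-5p rose by 4.09 (SE 0.46, limma adjusted p = 7.97e-05, with 3.70 and 4.67 within the series). The p53-induced miR-34c-5p stood at 305 ± 131 against 13.8 ± 9.85 RPM (SD, n = 5 each, log2 fold change 3.71, SE 0.39, limma adjusted p = 7.97e-05). miR-214-3p, a miRNA of mesenchymal cells, rose by 2.14 (SE 0.40) and miR-21a-5p by 1.44 (SE 0.26) to 238356 ± 37582 RPM (SD, n = 5). The Hox cluster miRNA miR-196a-5p rose to 258 ± 126 RPM (SD, n = 5, log2 fold change 2.56, SE 0.48, limma adjusted p = 0.00190). Lower on day 4 were miR-192-5p, at 1556 ± 875 against 10869 ± 13563 RPM (SD, n = 5 each, log2 fold change -2.37, SE 0.59, limma adjusted p = 0.0114, with -2.74 and -1.82 within the series), the related miR-194-5p (-1.89, SE 0.45), the hepatocyte miR-802-5p (-2.07, SE 0.44) and miR-1a-3p (-2.31, SE 0.64). The change of miR-122-5p (-3.37, limma adjusted p = 0.12) did not pass.

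By list, 4 of 5 miR-34 and miR-449 family miRNAs were higher (4 when adjusted over the list alone), 5 of 8 raised by inflammation or wounding (6 when adjusted over the list alone) and 6 of 11 often raised in carcinomas (7 when adjusted over the list alone), while 3 of 6 hepatocyte miRNAs were lower (5 when adjusted over the list alone). camera at its preset correlation gave these lists adjusted p of 0.00330, 0.00149, 0.00506 and 0.000531, and these calls were lost with an estimated correlation (adjusted p = 0.483 for each). Of 7 red blood cell miRNAs limma called 0 (0 at an unadjusted p under 0.05, 0 when adjusted over the list alone), edgeR 0 and DESeq2 0. limma called 63 of the 407 miRNAs higher and 12 lower. Scaling moved the median of all tested miRNAs from 0.20 to -0.03 and gave 48 higher and 29 lower, and edgeR and DESeq2 called 34 and 40 lower. Without replicate 3 there were 22 lower and without replicate 4 there were 6.

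The change from day 0 to day 4 differed between the sites for miR-196a-5p (log2 difference 3.50, SE 0.65, limma adjusted p = 0.0103), a call that ended without replicate 3, 4 or 5 and in either library series alone, with a log2 difference of 2.61 to 3.89 over all 36 alternatives (adjusted p from 6.37e-05 to 0.564). It also differed for miR-6239 (-2.44, limma adjusted p = 0.0233), a call that ended in 18 of 35 alternatives, among them scaling, edgeR, no filter, a pseudocount of 50 RPM and the fits without replicate 1, 3, 4 or 5 (adjusted p from 0.000735 to 0.999 over all). For miR-182-5p (0.02, limma adjusted p = 0.999) and miR-451a (limma adjusted p = 0.706) the difference did not pass. As a list the red blood cell miRNAs had a median difference of -2.91 between the sites, of which limma called 0 of 7 (5 at an unadjusted p under 0.05, 4 lower when adjusted over the list alone), edgeR 0 and DESeq2 0, with a camera adjusted p of 0.198 at an estimated correlation. Over all miRNAs after scaling limma called 1 higher and 0 lower (35 at an unadjusted p under 0.05), with edgeR at 1 and 0 and DESeq2 at 2 and 1.

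**Figure D3:**
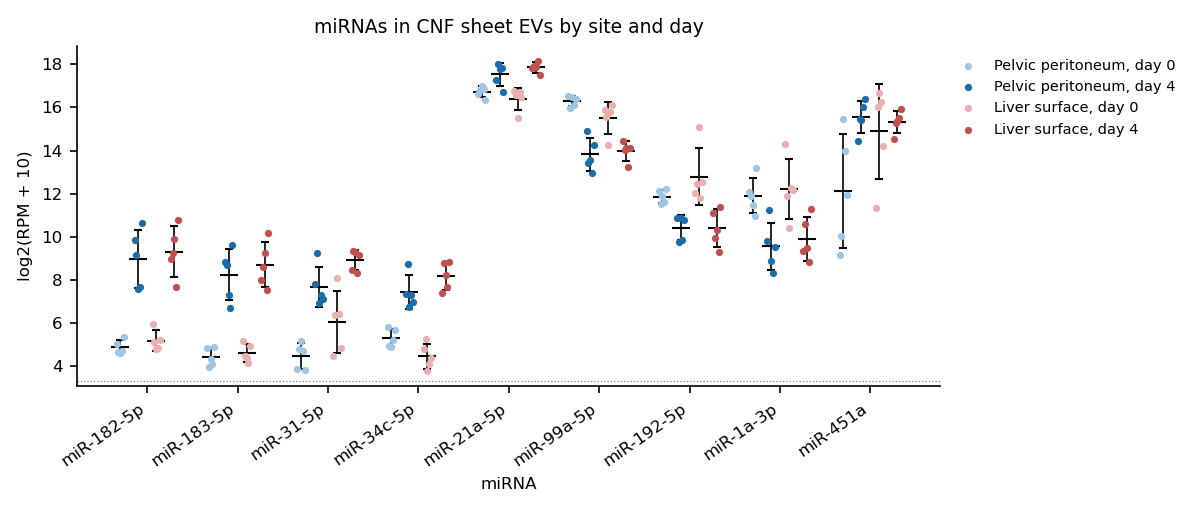
Levels of 9 miRNAs in CNF sheet EVs by site and day of the orthotopic model. Dots are sheets and bars show the mean and SD (n = 5).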

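Over both sites miR-34c-5p rose by 2.91 (SE 0.32, limma adjusted p = 2.46e-05), miR-182-5p by 4.11 (SE 0.46, limma adjusted p = 2.46e-05, with 3.62 and 4.85 within the 2 library series) and miR-31-5p by 3.05 (SE 0.46, limma adjusted p = 0.000234). Among the called miRNAs ranked by size, the largest rises were those of the near-identical miR-3473e (4.21, with 5.01 and 3.00 within the series) and miR-3473b (4.19, with 4.86 and 3.18). They rose by 4.84 and 4.80 on the pelvic peritoneum and by 3.57 and 3.58 on the liver surface. miR-6240 rose by 4.10 (4.99 and 2.76 within the series). miR-99a-5p was lower by a log2 fold change of -1.99 (SE 0.28, limma adjusted p = 0.000157). limma called 75 of 415 miRNAs higher and 17 lower for the mean of both sites. Scaling moved the median of all miRNAs from 0.21 to -0.08 and gave 51 higher and 42 lower, and edgeR and DESeq2 called 36 and 49 lower. In principal components of the 20 profiles the first, with 36.6% of the variance, put pelvic sheets at 12.6 ± 2.98 on day 4 and -9.97 ± 1.84 on day 0 (SD, n = 5 each) and liver surface sheets at 8.88 ± 4.36 and -11.5 ± 1.92 (SD, n = 5 each, exact two-sided permutation p = 0.00794 at each site).

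The miRNAs that mark tumor EVs of the IP model, 61 higher and 136 lower, were combined into 1 score per sheet, the mean log2 level of the higher set minus that of the lower set. On the pelvic peritoneum the score rose from -1.46 ± 0.17 on day 0 to -0.74 ± 0.34 on day 4 (SD, n = 5 each), and on the liver surface from -1.19 ± 0.35 to -0.16 ± 0.31 (SD, n = 5 each, exact two-sided permutation p = 0.00794 at each site, 252 splits). All 5 replicate numbers rose at each site (exact paired p = 0.0625, the smallest possible). The higher set alone rose by 0.80 on the pelvic peritoneum and 1.03 on the liver surface, while the lower set moved by 0.08 (exact permutation p = 0.603) and -0.005 (exact permutation p = 0.992). Between the sites on day 4 limma called 0 of 424 miRNAs (40 at an unadjusted p under 0.05), edgeR 0 and DESeq2 3 higher and 6 lower, and with the replicate number as a block 2 higher and 5 lower on the liver surface.

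**Figure D4:**
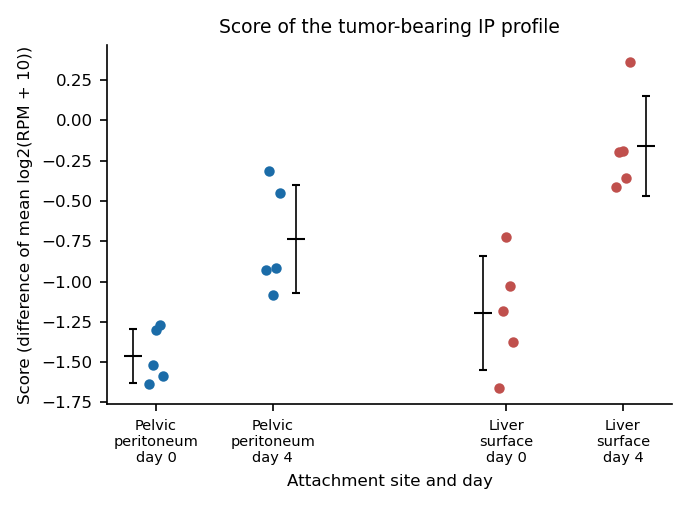
Score of IP tumor EV miRNAs in each orthotopic sheet by site and day. Dots are sheets and bars show the mean and SD (n = 5).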

The profiles of CNF sheet EVs on day 4 were significantly different from those on day 0 (Fig. 4h), and the profiles migrated towards those of day 28 ascites (Fig. 4i). In summary, the CNF sheet attachment method successfully captured physiological EVs and enabled analysis of the very early phase of tumor progression.

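Both sites of the orthotopic model shared 40 miRNAs higher on day 4, among them miR-182-5p, miR-183-5p, miR-31-5p, miR-34c-5p and the mesenchymal miR-214-3p. Of 387 miRNAs tested at both sites, 69 were higher on the pelvic peritoneum and 59 on the liver surface, which would share 10.5 by chance (one-sided Fisher exact p = 1.29e-21). The sheets of the sites correlate by replicate number and may come from the same mice, so more sharing than this chance value would arise without a common effect. Lower at both sites were 7, among them miR-192-5p, miR-194-5p and the muscle miR-1a-3p, with 0.543 by chance (one-sided Fisher exact p = 5.18e-08).

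Higher both in tumor EVs of the IP model and on day 4 of the orthotopic model were 25 miRNAs, among them miR-182-5p, miR-183-5p and miR-31-5p. Of 361 tested in both, 54 were higher in the IP model and 61 in the orthotopic model, with 9.12 shared by chance (one-sided Fisher exact p = 2.33e-08). Lower in both were 10, against 6.03 by chance (one-sided Fisher exact p = 0.0353). miRNAs of 1 cluster are not independent, and these tests take them as if they were.

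For the orthotopic model the paper concludes that the method captured physiological EVs and allowed analysis of the very early phase of cancer.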

**Fig. 4:**
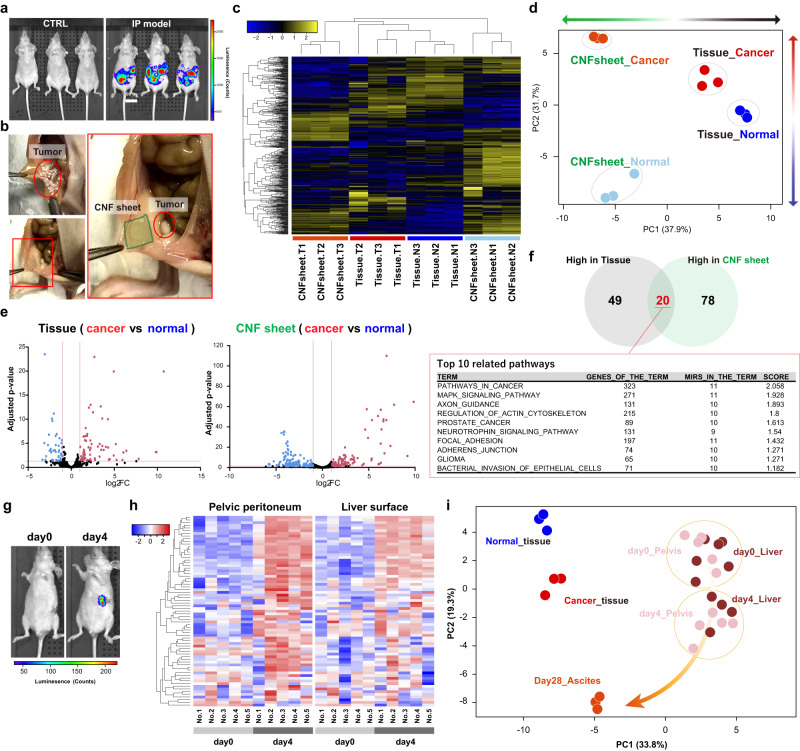
CNF sheet in ovarian cancer mouse models. **a** Representative bioluminescence images of the ovarian cancer IP model by using IVIS. *n* = 3. **b** Illustrative photos of tumors, and CNF sheet attachment. **c** A heatmap showing the expression of 485 miRNAs from CNF sheet EVs based on small RNA-seq. CNF sheet T1-3 indicate CNF sheet EVs from tumor-bearing mouse ascites, and CNF sheet N1-3 indicates CNF sheet EVs from tumor-free control mouse ascites. Tissue samples T1-3 were from tumor tissues, and tissue samples N1-3 were from normal ovaries. **d** PCA mapping of miRNA expression from tissue miRNAs and CNF sheet miRNAs from ovarian cancer mouse models. **e** Volcano plots of differentially expressed miRNAs. Adjusted *P*-values < 0.05, |log2FC | > 1. **f** Venn diagrams show 20 overlapping miRNAs in tumor tissues and CNF sheet EVs in ascites and the results of pathway analysis using 20 miRNAs. **g** Representative bioluminescence images of the ovarian cancer orthotopic mouse model by using IVIS. **h** A heatmap showing differentially expressed miRNAs of CNF sheet EVs from the pelvic peritoneum or liver surface. *n* = 5 in each case, and the time points were days 0 and 4. **i** PCA mapping for miRNA expression by using CNF sheet EVs or tissues. Day 28_Ascites indicated an advanced-stage condition with spontaneous ascites accumulation.

### CNF sheet analyses for ex vivo human tissue

To test the performance of the CNF sheet attachment method in human tissues, EVs on freshly removed tumor tissues were collected (Fig. 5a) from ovarian cancer patient 1 (Supplementary Fig. 9a), and lipid bilayered vesicles were observed (Fig. 5b, Supplementary Fig. 9b). EVs from whole ascites samples (the left panel in Fig. 5a) and those on the tumor surface were compared based on miRNA profiles (Fig. 5c). The clustering analysis revealed that EVs on the tumor surface have unique miRNA profiles relative to tumor tissue and whole ascites. In general, serum and urine are frequently utilized as biofluids for EV analyses. For this reason, we included the serum and urine EVs of the same patient in the PCA analyses. We found that the serum and urine EV profiles were much different from ascites and tumor EV profiles (Fig. 5d). The profile of tumor surface EVs was more similar to tumor tissue profiles than whole ascites EVs (Fig. 5e), which may suggest that CNF sheets directly captured the EVs released from tumors. These results showed that CNF sheets enable the analysis of ascites EVs on the tumor surface (Fig. 5f) and present the concept that location-based ascites could have unique profiles. By conventional methods, we could only compare tumors to ascites EVs, but we can now analyze EVs released from the tumor. Looking at specific miRNAs, some miRNAs were increased only in ascites EVs, and some were increased in EVs on the tumor surface and tissues (Fig. 5g). Regarding the EVs from tumor fluids, we obtained samples from ovarian cancer patient 2 (Supplementary Fig. 9a), and the profiles of the tumor tissues and the EVs on the tumor surface were similar, although the ascites EVs had distinct profiles (Fig. 5h). Interestingly, CNF sheet EVs from inner metastatic tumors had similar profiles to those of primary tumor tissues, but the tissue profiles of primary and metastatic tumors were different (Fig. 5i). Therefore, this approach using CNF sheets unveiled previously unknown profiles of cancer in patients and may lead to a more detailed understanding of cancer biology.

**Fig. 5:**
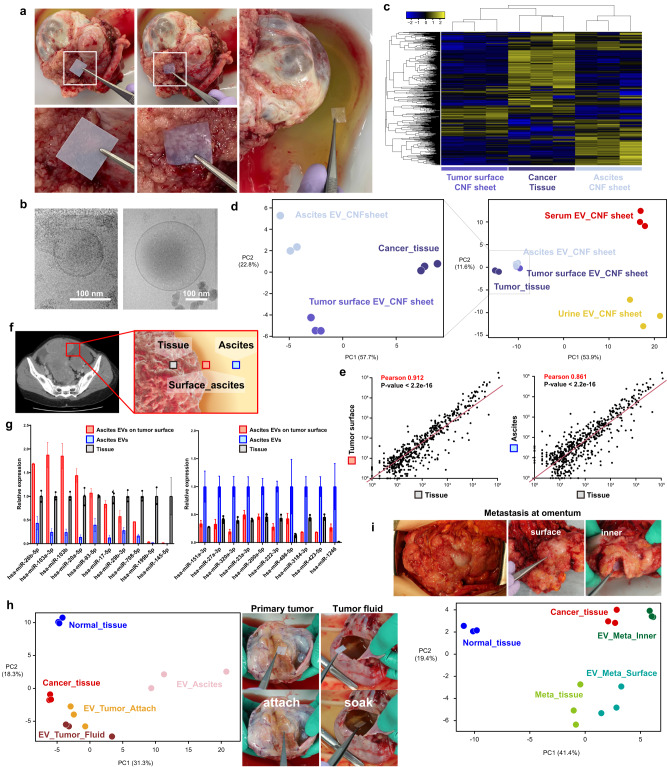
CNF sheet analyses of ex vivo human tissue. **a** Illustrative photos of CNF sheets attached to ex vivo human cancer tumors. The right 4 panels indicate CNF sheet attachment, and the left panel indicates CNF sheet soaking for ascites. **b** Cryo-EM image of EVs recovered from CNF sheet EVs on the tumor surface. **c** A heatmap showing differentially expressed miRNAs from CNF sheet EVs or tissues based on small RNA-seq. *n* = 3 each: tumor surface CNF sheet, ascites CNF sheet and cancer tissue. **d** PCA mapping of miRNA expression, *n* = 3 each: tumor surface CNF sheet, ascites CNF sheet cancer tissue, serum_ CNF and urine CNF sheet. **e** Dot plot showing the correlation of miRNA expression in tumor surface CNF sheets vs. cancer tissue and ascites CNF sheets and cancer tissue. **f**, **g** Schematic illustrations of the location of samples and bar charts represent relative miRNA expression. *n* = 3 from independent locations. Data are presented as mean values with SD. The values in the left graph were normalized to tissue miRNA expression, and those in the right graph were normalized to ascites EVs. *n* = 3 (**h**) PCA mapping and illustrative photos from patient 2 focusing on tumor fluid profiles. **i** PCA mapping and illustrative photos from patient 2 focusing on metastatic tumors in the greater omentum.

### Intravital CNF sheet analysis reveals location heterogeneity of EVs

To confirm the utility of the CNF sheets and to analyze CNF sheet EVs in patient bodies, we collected the EVs on the organ surfaces by the EV attachment method during surgery. CNF sheets were sterilized with ethylene oxide gas, and sterility was ensured following guidelines from the Japanese Society of Medical Instrumentation (Supplementary Fig. 10a). After sterilization, we confirmed that the sterilization process had no effect on pore size using FESEM (Supplementary Fig. 11), and we tested the performance of the CNF sheet for EV capture, and it was not affected (Supplementary Fig. 10b). CNF sheet EVs were collected from 4 patients during their abdominal surgeries (Fig. 6a, Supplementary Fig. 10c), and CNF sheet attachment was performed at the pelvic peritoneum, omentum, liver surface, or tumor surface (Fig. 6b). EV particle concentrations and protein markers were confirmed (Fig. 6c–e, Supplementary Fig. 12). In addition, western blotting analyses revealed that GRP which is the marker protein for cellular compartment was not detected, whereas CD63 was positive (Supplementary Fig. 13). Patients 3–5 were diagnosed as stage I, which means they had localized disease (Supplementary Fig. 9a), and the miRNA profiles from those patients showed similar patterns (Fig. 6f). In addition, focusing on the location of EVs, the miRNA profiles of each location, including the pelvic peritoneum, omentum, and liver surface, formed clusters (Fig. 6g). To reveal the underlying molecular interaction, a trajectory analysis was performed (Fig. 6h). Ascites EVs were located in a unique area, and all EVs obtained by the attachment method were connected. In contrast to patients 3–5, patient 6 had progressive disease in that the tumor surface was ruptured and cancer cells had metastasized into the peritoneal cavity (Supplementary Fig. 9a). As in the PCA, the profiles of CNF sheet EVs from all locations were close to those of cancer tissues (Fig. 6i). The trajectory analysis was performed by using these samples and revealed that the pattern of connection was different from patients with localized disease (Fig. 6j). Some miRNAs were high in tumors and in EVs from tumor rupture sites, and the level of each miRNA decreased with distance from the primary tumors (Fig. 6k). In summary, the location-based heterogeneity of ascites EVs was confirmed, and the profiles indeed reflected disease conditions. Finally, to evaluate the possibility of biomarker applications, pre- and postoperative biofluids, including serum, urine, and saliva, were obtained, and EVs were isolated by CNF sheets. Small RNA-seq was performed, and cancer-related miRNA profiles were compared to normal tissue profiles (Fig. 6l). The miRNAs that were high in serum and urine EVs and high presurvey were assessed, and hsa-miR-200c-3p, hsa-miR-429, and hsa-miR-1299 were selected (Fig. 6m). In addition, these miRNAs decreased post-surgery (Fig. 6n). Regarding further applications, the validation assessment by qRT-PCR is important to provide usability. First, we tested the expression of hsa-miR-200a-3p, hsa-miR-200b-3p, hsa-miR-200c, hsa-miR-148a, hsa-miR-429 and hsa-miR-1299 in the serum EVs which captured by CNF sheets. Among these targets, primers of hsa-miR-200a-3p, hsa-miR-200b-3p worked and those expression decreased post-surgery (Supplementary Fig. 14a, b). Regarding in tumor tissues, hsa-miR-200b-3p and hsa-miR-429 were confirmed as highly expressed in tumor tissues compared to adjacent normal tissues or benign tumors (Supplementary Fig. 14a, b). In addition, the expression of hsa-miR-200b-3p and hsa-miR-429 were high in the EVs from tumor surface ascites than that from whole ascites (Supplementary Fig. 14a, b). Taken together, EV-miRNAs which were obtained by using CNF sheet are promising for biomarker applications.

**Fig. 6:**
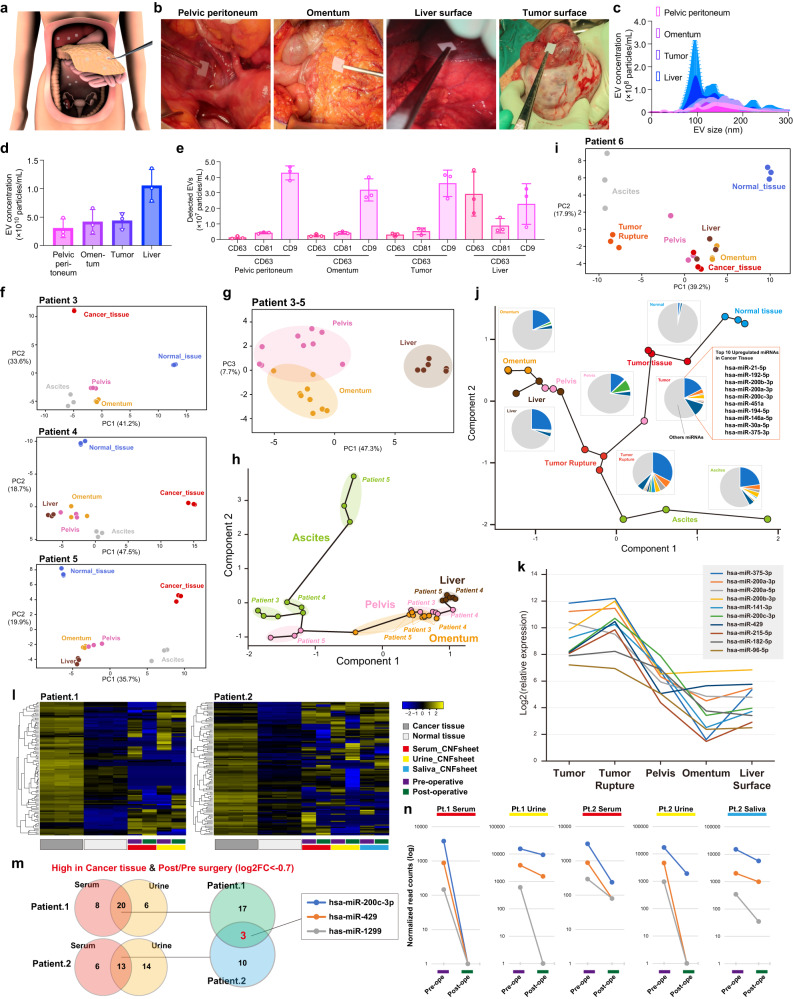
Intravital CNF sheet analysis reveals location heterogeneity of EVs. **a** Schematic illustrations of the locations of CNF sheet attachment during surgery. **b** Illustrative photos of the locations of CNF sheet attachment, including the pelvic peritoneum, omentum, liver surface and tumor surface. *n* = 3 from independent locations. **c**, **d** The size distributions and concentrations obtained by nanoparticle tracking assays (NTAs) of CNF sheet EVs at the pelvic peritoneum, omentum, liver surface and tumor surface. *n* = 10 (**e**) Single-particle quantification was performed using the ExoView platform. The numbers of detected EVs are displayed in bar charts. **f** PCA mapping of miRNA expression from patients 3–5. Normal tissues indicate the contralateral ovarian tissue without cancer. **g** PCA mapping of miRNA expression in the peritoneum, omentum and liver of patients 3–5. **h** The mapping of trajectory analysis based on miRNA expression in the peritoneum, omentum and liver of patients 3–5. **i** PCA mapping of miRNA expression of patient 6. **j** The mapping of trajectory analysis based on miRNA expression of normal tissue, tumor tissue, CNF sheet EVs on ruptured tumor surface, peritoneum, omentum and liver of patient 6. Pie charts indicate the top 10 upregulated miRNAs in cancer tissues. **k** The line graph indicates the relative miRNA expression of the 10 upregulated miRNAs in cancer tissues in each sample. **l** Heatmaps of miRNA expression from patients 1 and 2, including pre- and postoperative serum-, urine- and saliva-derived CNF sheet EVs. According to the subsequent DEseq analyses, the adjusted *P*-values < 0.05, |log2FC | > 1, 102 miRNAs in patient 1 and 110 miRNAs in patient 2 were differentially expressed in cancer tissues compared to normal tissues. **m** Venn diagrams show the rationale for selecting 3 miRNAs as biomarker candidates. These values were high in cancer tissue, and the expression change from presurgery to postsurgery was defined as log2FC < −0.7. **n** Line graphs showing expression change from presurgery to postsurgery for 3 miRNAs. **c**–**e** Data are presented as mean values with SD. Each experiment was repeated at least three times (**c**–**e**).

## Discussion

Although evidence of the functions of EV in disease mechanisms has been accumulating, the EV isolation method always affects the experimental results because different EV isolation methods can isolate different EV subpopulations^28^. EV isolation strategy is still a major challenge in this field and even in EV biology, and technical obstacles to EV isolation can narrow the opportunities for biological understanding^29^. In this study, we showed that CNF sheets enabled the capture of EVs from small amounts of biofluid and confirmed that the subtype of these EVs was CD63-positive small EVs. By using the CNF sheet attachment method which we developed, we found EVs on organ surfaces representing previously unanalyzed EV subpopulations that can now be subjected to biological assessments. EVs on the liver surface or pelvic peritoneum have unique profiles, and several tumor-suppressive miRNAs have been identified in liver surface EVs, such as miR-122-3p^30^. This might be consistent with actual ovarian cancer cell progression, which tends to metastasize to the diaphragm rather than to the liver surface from the space between the diaphragm and liver^31^. Thus, new methodologies can lead to the development of original research focuses and hypotheses.

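The passenger strand miR-122-3p of the hepatocyte miR-122 had 1752 reads on the 5 liver surface sheets of day 0 and 0 reads on the pelvic sheets. By replicate the liver surface sheets held 0.950, 102, 551, 43.7 and 59.4 RPM, a mean of 151 ± 226 RPM (SD, n = 5). On day 4 they held 26.9, 7.56, 0, 1.57 and 29.6 RPM, and the change from day 0 did not pass (log2 fold change -1.95, limma adjusted p = 0.11).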

CNF sheets are fabricated by cellulose nanofibers with tailored porous nanostructures, and this application and optimization were the most important aspects for realizing EV isolation. Cellulose nanofibers were the best materials for building fine nanostructures to supplement small EVs. In this study, we achieved intentional opening/closing/opening of the porous nanostructures of nanopaper by the surrounding liquid conditions. The presence of a low-surface-tension liquid such as *t*-BuOH allowed the researchers to prepare CNF sheets with open porous nanostructures. Based on hydroxyl groups and water on the cellulose nanofiber surface, the CNF sheet automatically changed to densely packed nanostructures (by closure of the porous nanostructures) during the drying operation, acquiring oxygen barrier properties. As with dried food, incorporating water opened the porous nanostructure again. Some contaminants were washed away by a 10-s opening, and the EVs were recovered by a 5-min opening. When biocompatibility, water absorbency, high wet strength (Supplementary Fig. 16), and oxygen barrier properties are taken into account in the intentional opening/closing/opening of the porous nanostructure, it is difficult to find other competing materials. In this study, miRNAs were mainly analyzed to understand molecular profiles, and as shown in Fig. 2, EV-free nucleic acids did not contaminate the CNF sheets. Obtaining high-purity EVs and eliminating nanosized contaminants is always challenging, and the CNF sheets showed desirable performance.

One of the limitations of EV capturing by CNF sheet is the difficulty of proving how specifically the sheet isolates EVs from biological fluids, and the samples can possibly include non-EV contaminations, such as mixed lipoproteins. This issue also exists in all conventional methods, including serial centrifugation, density gradient centrifugation, size-exclusion chromatography, or any other commercially available isolation kits. It remains technically challenging to prove how much lipoproteins are contaminated in the samples and how to exclude them. Due to the uniqueness of the CNF sheet method, comparing it to conventional methods is also challenging. However, we demonstrated that the sheet can isolate EVs with better performance than serial ultracentrifugation, which is a gold standard method. Regarding lipoproteins, many functions of miRNA regarding intracellular transportation by HDL^32^ were reported, and LDL can also transport miRNA in body fluids^33^. However, the size range of these dominant two lipoproteins is around 10 nm, and they are too small to be captured in the CNF sheet. In addition, there are several reported miRNAs, including has-miR-223, has-miR-24, has-miR-135*, has-miR-92a, has-miR-486, has-miR-92a, has-miR-146a or has-miR-33, which are known to be associated with LDL/HDL, but these miRNAs were not significantly detected in this study.

Ovarian cancer is one of the deadliest types of cancer, and over 50% of patients die within 5 years of diagnosis^34^. Peritoneal dissemination, which is a severe problem not only in ovarian cancer but also in many intraperitoneal malignancies, is a crucial prognostic factor for patients due to the lack of effective treatment, but the mechanism of its progression is still largely unknown^35^. There is no doubt that ascites is a key factor, and interestingly, cancer cells show organotropism, such as the tendency for ovarian cancer cells to easily metastasize to the greater omentum^36^. This study revealed that the surface of each organ can have unique EVs, which may have important functions for cancer cells that travel from primary tumors. Further detailed functional analyses of this aspect can reveal the unknown mechanisms, and may contribute to identifying future therapeutic targets. In addition, monitoring EV profiles at multiple sites in the peritoneal cavity may provide a detailed status of disease progression. In ovarian cancer, most cases are diagnosed in the advanced stages, in which the tumor invades beyond the pelvic space. However, disease staging depends largely on the physician’s physical evaluation. This non-invasive evaluation of molecular profiles from multiple intra-peritoneal sites may provide clinically-relevant information, such as recurrence risks.

In cancer biology, tumor heterogeneity is a complex concept^37,38^. EV heterogeneity in human body fluids may have two main aspects. The first is heterogeneity due to the molecular differences of each cargo. Some EVs are positive for specific protein markers, but others are not. This difference is now well recognized, and the guidelines from the International Society for Extracellular Vesicles (ISEV) emphasizes understanding this before dealing with EV-related experiments^9^. The second is heterogeneity of composition, which varies from place to place, even in the same body fluid. Organs are composed of diverse cells, and every single cell actively releases EVs^39,40^. Even on an organ-by-organ basis, distinct EVs are expected to be released, and the mixture of these different organ-derived EVs circulates in the body fluid. In this study, ascites fluids were examined and found to be a suitable model for observing such differences, and indeed, location-based EV heterogeneity was proven.

Our ultimate goal is to apply CNF sheets in real clinical practice, and to achieve this, there are several tasks to perform. The first is to develop manufacturing processes to supply large quantities of CNF sheets. At this time, cellulose nanofibers as medical devices do not exist, but now the market is expanding and is ready for mass production. In addition, celluloses are easily available biomaterials and are not toxic to the human body. The second is to define the analysis process. Here, we focused on small RNAs in EVs, but EVs carry diverse bioactive molecules^5,41^. The process will depend on the targets in EVs. One of the strengths of CNF sheets is their high potential for EV preservation, which means that we can use them as a container for EVs. The sheet can be stored in dry conditions for a week and is therefore suitable for transportation. Furthermore, these processes do not alter the characteristics of EVs. The third is to determine actual clinical usage and to establish proofs of concept. Although we suggested the utility as a biomarker in the last part, we have to determine whether we envision a diagnostic tool for cancer screening in healthy people or use during the actual surgery. While any clinical application methods could be beneficial tools, robust validation in a larger sample size is necessary.

In conclusion, we show this EV analysis platform using CNF sheets that can capture EVs with high purity from trace volumes of biofluids and preserve them under dry conditions over a week. CNF sheet attachment methods enable the analysis of EV location heterogeneity in human bodies and can greatly contribute to new medical applications and the elucidation of pathological mechanisms.

## Methods

### Patient samples

Between April 2020 and March 2022, serum and ascites samples of ovarian carcinoma patients were collected at Nagoya University Hospital (Nagoya, Japan), and tissue samples were also obtained under strict ethical approval by the Ethical Committee of Nagoya University Hospital (approval number 2017-0053). For the CNF sheet attachment method, microvolume ascites samples were collected during open abdominal surgeries. In this study, undiluted ascitic fluid was collected (without pelvic washing prior to sampling). All procedures were performed as a clinical intervention trial under strict ethical approval by the Ethical Committee of Nagoya University Hospital (approval number 2021-0303). Written informed consent was obtained from all patients. Consent to publish clinical information potentially identifying individuals (e.g., age, gender, stage, histological subtype, etc.) was obtained. Serum was centrifuged at 1500 × g for 10 min at room temperature, and undiluted ascites was centrifuged at 300 ×g for 5 min at 4 °C to remove cell debris. The serum and ascites samples were stored at −80 °C until further use.

### In vivo experiments

For in vivo mouse experiments, 8-week-old female BALB/cSlc-nu/nu mice were purchased from Japan SLC, Inc. (Shizuoka, Japan). Mice were cared for in accordance with the Act on Welfare and Management of Animals (Act No. 105 of October 1, 1973) in Japan and the Regulations and Guidelines of Animal Care and Use at Nagoya University. All studies and experiments were supervised and approved by the Center for Animal Research and Education (CARE) at Nagoya University (approval number M220393-004). All mice were housed in an animal facility at Nagoya University School of medicine under the condition of standard 12 h/12 h light/dark cycles with food, water, and diets. The rooms were 18-24 degrees celsius and around 50% humidity. The mice were 8–10 weeks old at the time of tumor intraperitoneal (IP) cell injections or orthotopic injection into the left ovarian bursa (IB)^11^. ID8 luciferase–labeled cells were injected into each mouse (IP: 5 × 10^6^, and IB: 1 × 10^6^). An IVIS Spectrum imaging system (Caliper Life Science, Hopkinton, MA) was used to monitor tumor growth. The mice were administered 150 mg kg^−1^ D-luciferin (Promega, Madison, WI) by intraperitoneal injection. The photons in the whole bodies of the animals were measured, and the data were analyzed using LIVINGIMAGE software (Calliper Life Science). Tumor development was monitored every week by IVIS. The ethics committee in our institutional regulates the tumor size, which should be <10% of body weight, and all tumor burden in this study was not exceeded.

### CNF sheet creation

The CNF sheet was fabricated from cellulose nanofibers. Cellulose nanofibers with widths of 22 ± 8 nm were first prepared using never-dried pulp (softwood bleached kraft pulp kindly provided by Shikoku Paper Sales Co., Ltd., Ehime, Japan), according to our previous report^20^. Then, the CNF sheet was fabricated as follows. An aqueous dispersion of cellulose nanofibers (0.2 wt%, 200 mL) was suction-filtered through a membrane filter (H020A090C, hydrophilic polytetrafluoroethylene membrane, pore diameter of 0.2 μm, Advantec Toyo Kaisha, Ltd., Tokyo, Japan). Then, 200 mL of *tert*-butyl alcohol (*t*-BuOH, >99.0% purity, Nacalai Tesque, Inc., Kyoto, Japan) was poured into it and gently filtered. The resulting wet sheet was peeled from the filter and dried by hot pressing at 110 °C for 30 min (1.1 MPa) to obtain the CNF sheet.

### Isolation of EVs from CNF sheet surface

observations of the CNF sheets was performed using FE-SEM (SU-8020, Hitachi High-Tech Science Corp., Tokyo, Japan) at an accelerating voltage of 2.0 kV. Platinum sputtering was conducted for the CNF sheets before FE-SEM observation. Pore size distribution curves of the CNF sheets were obtained by a mercury intrusion method using an AutoPoreIV 9520 (Micrometrics Instrument, Corp., Norcross, USA). Prior to the surface observations and pore size distribution analyses, three groups of CNF sheets (after drying, after washing with PBS for 10 s, and after dipping in PBS for 5 min (Fig. 1b)) were immersed in *t*-BuOH at 35 °C for 3 h, recovered, and then dried in an oven at 40 °C for 2 days to maintain their porous nanostructures. Similarly, the pore size distribution of the CNF sheet was also analyzed after washing out EV-free miRNAs by dipping in PBS for 10 s and then further dipping in cell lysis buffer M for 5 min. The water absorbency of the nanopapers was evaluated by measuring the contact angle of water with a DMs-401 contact angle meter (Kyowa Interface Science Co., Ltd., Saitama, Japan).

### EV extraction from body fluid supply using CNF sheets

A volume of 10 µL of the body fluid sample was introduced on a CNF sheet (10 mm × 10 mm). The fluid was evenly spread on the sheet using a micropipette tip. The CNF sheet was stored and air dried at room temperature for 7 days. Subsequently, the dried CNF sheet was immersed in 1 mL of 0.22 µm-filtered PBS (pH 7.2, Invitrogen) in a Petri dish and washed for 10 s. This washing step aimed to remove any excess EVs adhering on the surface of the CNF sheet. Using tweezers, the washed CNF sheet was placed in a 1.5-mL tube (Proteosave SS, Sumitomo Bakelite) filled with 1 mL of 0.22 µm-filtered PBS was used. The tube containing the CNF sheet was then vortexed for 30 s. This step was performed to facilitate the extraction of EVs from the CNF sheet into the PBS solution. After 5 min, the CNF sheet was removed, leaving the EVs in the PBS solution.

### Characterization of EVs extracted from body fluids using CNF sheets

After the EVs were extracted, their concentration and size were analyzed using a nanoparticle tracking analysis (NTA) instrument (NanoSight LM10 HS; Malvern Panalytical, Ltd.). Video data were collected five times, each with a duration of 60 s. The camera level and detection threshold were set to 15 and 5, respectively. NanoSight NTA 3.2 software was used for data analysis.

### Fluorescence detection of CD63 on EV by a plate reader

A volume of 300 µL of EVs extracted with 0.22 µm filtered-PBS were placed in the wells of a 24-well plate. The plate was covered and incubated at room temperature for 20–24 h. After incubation, the solutions were removed from the wells and 300 µL of blocking agent (consisting of 90 mL of 0.22 µm filtered-PBS, 10 mL of Thermo scientific Bloker BSA [10%] in PBS, and 0.5 mL of Tween20 [Funakoshi]) was added. The plates were incubated at room temperature for 1 h. The blocking agent was removed and the wells were washed twice with 300 µL of 0.22 µm filtered-PBS. To each well, 150 µL of 50× diluted anti-CD63 antibody (1 mg/mL, Cosmo Bio) was added and the wells were incubated at room temperature for 1 h. After incubation, each well was washed with 150 µL of 0.22-µm-filtered-PBS. A volume of 150 µL with 50× diluted FITC-labeled anti-IgG (Cosmo Bio Goat anti-mouse IgG antibody) was added to each well. The plates were cover with aluminum to block light and incubated at room temperature for 1 h. The FITC-labeled anti-IgG solution was removed and the wells were washed thrice with 150 µL 0.22-µm-filtered-PBS. Finally, 150 µL of 0.22-µm-filtered-PBS was added and the samples were measured using a plate reader (Tecan, Spark, Ex485 nm/Em 535 nm).

### RNA extraction from body fluids using CNF sheets

The total RNA was extracted by using an RNA purification kit (Norgen Biotek Corp.) following the manufacturer’s instructions. CNF sheets were washed by immersion in 0.22 µm-filtered PBS in a Petri dish for 10 s and placed in 1.5 mL of Lysis Buffer A (Norgen Biotek Corp.). In 5-mL tubes (WATSON), 10 μL of β-mercaptoethanol was added to 1 mL of the lysed solution. The mixture was vortexed for 30 s and left to stand at room temperature for 5 min. After 5 min, the CNF sheet was removed. Next, 1.5 mL of 96–100% ethanol was added and the solution was vortexed for 15 s. An aliquot of 650 µL of the solution was added to the Norgen Kit’s column and centrifuged at 6,000 x g for 1 min to discard the waste solution. This step was repeated until all of the sample was processed (~5 times). The column was washed with 400 µL of wash solution prepared by mixing 18 mL of Wash Solution A (Norgen Biotek Corp.) and 42 mL of 96–100% ethanol. The column was then centrifuged at 18,000 x g for 1 min, and the waste solution was discarded. This washing step was repeated three times. Dry spinning was performed at 18,000 x g for 2 min. The column was placed on a new tube, and 50 µL of Elution Solution A (Norgen Biotek Corp.) was added. The column was centrifuged at 400 x g for 2 min and 18,000 x g for 2 min to elute the RNA. The RNA concentration was measured using Qubit (Thermo Fisher).

### Cell lines

ID8 cells, a murine epithelial ovarian cancer cell line established from C57BL/6 murine ovarian surface epithelial cells, were kindly provided by Dr Katherine Roby (University of Kansas Medical Center). For the in vivo experiment, we used a subclone of ID8, ID8-T6, which is highly metastatic in the peritoneal cavity^42^. Before the experiments, short tandem repeat analysis was performed, and the gene profile was identified and verified by the STR analysis as the original ID8 cells. The cells were cultured in Dulbecco’s modified Eagle medium (DMEM)-high glucose (Nacalai Tesque) supplemented with 10% heat-inactivated fetal bovine serum (FBS) and 1% antibiotics and were maintained in humidified cell culture incubators at 37 °C and 5% CO_2_ and have been routinely tested for mycoplasma infection.

### Cryo-EM

The isolated EVs were visualized using a cryo electron microscope (Terabase Inc., Okazaki, Japan) that can generate high-contrast images of the nanostructures of biological materials without staining procedures that may damage the samples. The natural structure of the sample distributed in solution can be observed by preparing the sample using a rapid vitreous ice-embedding method. The detailed condition is provided in the Supplementary Table.

### Small RNA sequencing

The EVs captured in CNF sheets were washed with 0.22 µm-filtered PBS for 10 s, and the total RNA was extracted by using an RNA purification kit (Norgen Biotek Corp.) according to the manufacturer’s instructions. To obtain tissue RNA, a gentleMACS Dissociator (Miltenyi Biotec, Bergisch Gladbach, Germany) was used, and tissues were shredded and crushed with QIAzol (Qiagen, Hilden, Germany) in a gentleMACS M tube (Miltenyi Biotec, Bergisch Gladbach, Germany). Then, the RNAs were extracted by using the miRNeasy Plus Mini Kit (QIAGEN, Hilden, Germany). The total RNA concentration of each sample was measured using a Qubit RNA HS Assay Kit (Thermo Fisher Scientific, Waltham, MA). We prepared small RNA libraries using the NEBNext Multiplex Small RNA Library Prep Set for Illumina (New England Biolabs, Ipswich, MA) and added index codes to attribute sequences to each sample. Next, PCR products were purified using the QIAquick PCR Purification Kit (Qiagen) and 6% TBE gel (120 V, 60 min). Furthermore, DNA fragments corresponding to 140–160 bp (the length of small noncoding RNA plus the 3′ and 5′ adapters) were recovered, and the complementary DNA concentration was measured using the Qubit dsDNA HS Assay Kit and a Qubit 2.0 Fluorometer (Life Technologies, Carlsbad, CA). Finally, single-end reads were analyzed on an Illumina MiSeq or NextSeq (Illumina, San Diego, CA). Synthetic miR21-3p was purchased from Koken Co., Ltd., Tokyo, Japan. The full miRNA expression profiles are stored in the Gene Expression Omnibus (GEO) database (GSE216745, GSE216793).

### Detection of CD63, CD9, and CD81 on EVs by Exoview

Exoview was performed following the manufacturer’s instruction. First, the required number of chips from the Human Tetraspanin Kit and Mouse tetraspanin Kit were pre-scanned (NanoView Biosciences). The chips were taken out of the refrigerator and kept at room temperature for 15 min before use. The pre-scanned Chip was placed into the center of a 24-well plate using special tweezers. One chip was placed per well, with the Chip ID facing up and ensuring no contact with the wall of the well. The sample was diluted to a concentration of 106–108 particles/mL with incubation solution (10× diluted). A volume of 50–70 μL of the diluted sample was introduced on the Chip, making sure the pipette tip did not touch the Chip. The 24-well plate was sealed and incubated at room temperature for 16 (±1) hours. After incubation, the Chip was washed with 1000 µL of 10× diluted Solution A by running it along the wall surface to avoid direct contact with the Chip. The Chip was shaken with a special Shaker at 500 rpm for 3 min, repeating this step three times. The antibodies (CD63, CD9, CD81) were diluted using the blocking solution. For example, for a 300 μL adjustment, blocking solution: 300 μL − (0.6 μL × 3) + CD63 0.6 μL + CD9 0.6 μL + CD81 0.6 μL. After the 3rd wash, 750 μL from each well was discarded and 250 μL of the diluted antibody solution was added. The plate was covered with aluminum foil and shaken for 1 h. Next, 500 μL of 10× diluted Solution A was added to each well to make the total volume 1000 μL. A volume of 750 μL from each well was discard and 750 μL of 10× diluted Solution A was added to each well. The plate was shaken again. A volume of 750 μL was discarded, 750 μL of Solution B was added, and the plate was shaken. This was repeated three times. Subsequently 750 μL of Solution B was removed, 750 μL of DI Water (MilliQ is fine) was added, and the plate was shaken. Two 10–15 cm Petri dishes containing Place MilliQ water was prepared for washing the Chip. Removal of the Chip from the 24-well plates was done horizontally to avoid air contact. The Chip was washed in the Petri dish while turning it horizontally about 10 times. The Chip was removed in the same manner and washed in the other Petri dish. The Chip was slowly removed from the Petri dish at an angle of 45°. Finally, the Chip was scanned and analyzed with the analysis software.

### Western blotting analysis

The samples of proteins were loaded onto polyacrylamide gels for electrophoretic separation of proteins at 20 mA. After blocking with Blocking One (Nacalai Tesque Inc., Japan) for 1 h at room temperature, the membranes were incubated overnight at 4 °C with the following primary antibodies: rabbit monoclonal anti-CD63 (EXOAB-CD63A-1; System Biosciences, LLC, CA, USA; dilution 1:1,000) and mouse monoclonal anti-GRP (sc-393402; Santa Cruz Biotechnology; dilution 1:100). The membranes were subsequently washed three times for 5 min each using Tris-buffered saline with 0.1% Tween® 20 (TBST) and incubated for 1–3 h at room temperature with secondary HRP-conjugated mouse anti-rabbit IgG (NA934-1ML; Cytiva Lifesciences, USA; dilution 1:5,000) or anti-mouse IgG (NA931-1ML; Cytiva; dilution 1:2,000) antibodies. The protein ladder is MagicMarkTM XP Western Protein Standard (Thermo Fisher Scientific). The membranes were imaged using ImageQuant LAS 4010 (GE Healthcare, IL, USA). The uncropped blots are shown in Supplementary Fig. 16.

### miRNA expression analyses by qRT-PCR

For each gene, cDNAs were synthesized using the TaqManTM Advanced miRNA cDNA Synthesis Kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. TaqMan® Fast Advanced Master Mix (Thermo Fisher Scientific) and TaqManTM Advanced miRNA Assay (Assay ID: 478490_mir for hsa-miR-200a-3p, Assay ID: 477963_mir for hsa-miR-200b-3p, Assay ID: 002300 for hsa-miR-200c, Assay ID: 000470 for hsa-miR-148a, Assay ID: 477849_mir for hsa-miR-429, Assay ID: 478696_mir for hsa-miR-1299 and Assay ID: 001093 for RNU6B; Thermo Fisher Scientific) were used. Then, qPCR was performed using an Mx3000P (Agilent Technologies). The PCR conditions consisted of an initial denaturation step at 95 °C for 10 min, followed by 40 amplification cycles of 95 °C for 15 s and 60 °C for 1 min. The amplified product was monitored by measuring the increase in FAM fluorescence intensity. Each experiment was performed in triplicate and repeated at least three times to ensure reproducibility.

### Bioinformatics analysis

The raw data files of small RNA-seq were analyzed with the CLC Genomics Workbench version 9.5.3 program (Qiagen). After adapter trimming, the data were mapped to the miRbase 22 database, allowing up to two mismatches, and normalized using reads per million mapped reads. Then, RStudio (RStudio, Boston, MA) and R software (ver. 4.0.3) were used. The heatmap.2 function of the gplots package (ver. 3.1.0) was used for the heatmap and hierarchical clustering analysis. To visualize the volcano plots, log2-fold change and adjusted *p*-values for each gene were calculated using the Wald test in DESeq2 (ver. 1.30.0). Trajectory analysis was performed with the ‘monocle’ package for tracing EVs based on miRNA expression profiles^43^. Dimensionality reduction in the trajectory plot was performed by the ‘ICA’ method with the expressed miRNAs among the samples.

### Statistical analysis

The unpaired Student’s *t*-test for continuous variables was used for comparisons between two groups. The limit of statistical significance for all analyses was defined as a two-sided *P*-value of 0.05.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary information

Peer Review File

Description of Additional Supplementary Files

Supplementary movie 1

Supplementary movie 2

Supplementary movie 3

Reporting Summary

### Source data

Source Data

## Data Availability

All small RNA sequencing data generated in this study have been deposited in the Gene Expression Omnibus database under accession codes “GSE216745”, “GSE216793”. For miRNA expression, the data were mapped to the miRbase 22 database (https://mirbase.org/). All other data supporting the findings of this study are available within the article and its supplementary files. Any additional requests for information can be directed to, and will be fulfilled by, the corresponding authors. Source data are provided with this paper.

# Supplementary material for: Spatial exosome analysis using cellulose nanofiber sheets reveals the location heterogeneity of extracellular vesicles
**Source:** Nat Commun. 2023 Nov 8;14:6915. doi: 10.1038/s41467-023-42593-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Supplementary Movies

Supplementary movie 1 The intact EV capture by CNF sheets. The EV capture and storage process using the CNF sheet consists of the following steps: EV capture by absorption of body fluid, EV storage by drying, washing, and EV release.

Supplementary movie 2 The extraction of EV-RNA from CNF sheets. After dropping 10 μ L body fluids into the CNF sheets and drying and washing the CNF sheets, EV-RNAs were extracted by immersion in lysis buffer instead of recovery in PBS

Supplementary movie 3 CNF sheet attachment method in vivo. The EV capture process from moistened organs using the CNF sheet consists of the following steps: EV capture by absorption of ascites on organs, EV storage by drying, washing, and EV release.

# Supplementary material for: Spatial exosome analysis using cellulose nanofiber sheets reveals the location heterogeneity of extracellular vesicles
**Source:** Nat Commun. 2023 Nov 8;14:6915. doi: 10.1038/s41467-023-42593-9
**Supplement:** Supplementary file 7 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☐	☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☐	☒ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	nanoparticle tracking analyzer: NanoSight NS300 (Malvern Panalytical Ltd., UK)<br>cryotransmission electron microscope (Terabase Inc., Okazaki, Japan)<br>ExoView R100 imager (NanoView Bioscience, Brighton, MA, USA)<br>small RNA sequencing: Illumina MiSeq or NextSeq (Illumina, San Diego, CA, USA)
Data analysis	small RNA sequencing analysis: CLC Genomics Workbench version 9.5.3 (Qiagen)<br>ExoScan 2.5.5 acquisition software (NanoView BIOSCIENCES, Brighton, MA, USA)<br>Statistical analyses were performed using RStudio (RStudio, Boston, MA, USA) and R software (ver. 4.0.3)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The full small RNA expression profiles are stored in the Gene Expression Omnibus (GEO) database (GSE216745, GSE216793). The data were mapped to the miRbase 22 database (<https://mirbase.org/>). Other all data needed to evaluate the conclusions in the paper are presented in the paper and/or the Supplementary Materials. Additional data related to this paper may be requested from the authors.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender	female
Reporting on race, ethnicity, or other socially relevant groupings	East Asian
Population characteristics	Between April 2020 and March 2022, serum and ascites samples of ovarian tumor patients were collected at Nagoya University Hospital (Nagoya, Japan), and tissue samples were also obtained under strict ethical approval by the Ethical Committee of Nagoya University Hospital, Japan. Six patients and age between 33 to 71.
Recruitment	Patients were recruited under written individual informed consent between April 2020 and March 2022. There is the only one bias whether the patient agree or not, but other selection bias did not exist.
Ethics oversight	the Ethics Committee of Nagoya University (approval number:2017-0053, 2021-0303)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	The sample size used in this study was determined based on the expense of data collection, and the need to have sufficient statistical power.
Data exclusions	Data from Small RNA sequencing that did not meet the RPM criteria were eliminated.
Replication	For small RNA sequencing, samples were replicated in three times from the same spot. Due to the valuableness of human samples, all sample were collected in one time point at surgery. Regarding urine or saliva, post-surgery samples were also collected.
Randomization	No randomization is done in this study. This study showed the concept of the CNF sheet-quality, and not intended to clinical power. For this reason, randomization is not relevant to this study.
Blinding	To analyze molecular profiles of samples, background information is essential. This study was not to intend to show clinical effectiveness, and therefore blinding is not relevant to this study.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☐	☒ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	ExoView® Tetraspanin Kits (NanoView Bioscience, Brighton, MA. Ca No. N/A) contained anti-CD9 (clone H19a), anti-CD63 (clone H5C6) and anti-CD81 (clone JS81).<br>For western blottings, primary Ab: rabbit monoclonal anti-CD63 (EXOAB-CD63A-1; System Biosciences, LLC, CA, USA; dilution 1:1,000) and mouse monoclonal anti-GRP (sc-393402; Santa Cruz Biotechnology; dilution 1:100) and secondary Ab: HRP-conjugated mouse anti-rabbit IgG (NA934-1ML; Cytiva Lifesciences, USA; dilution 1:5,000) or anti-mouse IgG (NA931-1ML; Cytiva; dilution 1:2,000)
Validation	Regarding ExoView® system, all antibodies were validated by NanoView Bioscience (Brighton, MA, USA)<br>For western blottings, each Ab was validated in each venders.

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	ID8 cells, a murine epithelial ovarian cancer cell line established from C57BL/6 murine ovarian surface epithelial cells which is described previously (doi:10.3892/ijo.2019.4845).
Authentication	Dr Katherine Roby (University of Kansas Medical Center) authenticated the cells.
Mycoplasma contamination	routinely tested as negative for mycoplasma infection
Commonly misidentified lines<br>(See ICLAC register)	N/A

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	Eight-week-old female BALB/cSlc-nu/nu mice were purchased from Japan SLC, Inc. (Shizuoka, Japan). All mice were housed in an animal facility at Nagoya University School of medicine under the condition of standard 12h/12h light/dark cycles with food, water, and diets. The rooms were 18-24 degrees celsius and around 50% humidity.
Wild animals	No wild animals were used in the study.
Reporting on sex	female
Field-collected samples	No field collected samples were used in the study.
Ethics oversight	Experiments were supervised and approved by the Center for Animal Research and Education (CARE) at Nagoya University (approval number M220393-004)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

Clinical trial registration	Clinical data in this study is categorized in observational/low-interventional clinical trial.
Study protocol	Clinical data in this study is categorized in observational/low-interventional clinical trial.
Data collection	Clinical information and biospecimens were collected perioperatively.

Evaluated by small RNA sequence data.

How the deposited data were processed for this re-analysis (not part of the article)

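Small RNA-seq profiles of 32 libraries from the ID8 mouse ovarian cancer models were used, 12 from the IP model on day 14 and 20 from the orthotopic model on day 0 and day 4. The IP libraries are CNF sheet EVs and tissues of tumor-bearing and normal mice (n = 3 libraries each), and the orthotopic libraries are CNF sheet EVs of the pelvic peritoneum and the liver surface (n = 5 per site and day). Human samples, cell lines and day 28 ascites were not analysed here.

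The authors trimmed adapters, mapped the reads to miRBase 22 with up to 2 mismatches in CLC Genomics Workbench 9.5.3 and deposited RPM (reads per 1e+06 reads) for 1513 mouse miRNAs, of which 104 were 0 in all libraries. They tested with the Wald test of DESeq2 1.30.0 in R 4.0.3. Each deposited RPM library summed to 1e+06. Each value was a whole multiple of the smallest value above 0 in its library (100% within a tolerance of 0.001), so whole read counts could be recovered from the RPM the authors deposited. The smallest value was taken as 1 read. No library of a pair in a group had the same values as the other (52 pairs checked, 0 identical).

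Before the data were examined the test, filter, scaling, thresholds, comparisons, miRNA lists, alternatives and the rule for named miRNAs were written down. Each comparison used limma 3.58.1 (trend, two-sided) in R 4.3.3 on log2(RPM + 10), over miRNAs at 10 RPM or more in at least as many samples as the smaller group, with the p-values adjusted by Benjamini and Hochberg. A miRNA was called at an adjusted p under 0.05 and a log2 fold change over 1 in size, the thresholds of the figure legends. limma was used as the unit is RPM, and edgeR 4.0.16 and DESeq2 1.42.0 were run on the recovered reads as alternatives. The other alternatives were a pseudocount of 1 or 50 RPM, no filter or one of 100 RPM, median-of-ratios scaling, the replicate number as a block, all libraries of a model in 1 fit, and each replicate number left out. Added after the data were seen were each single library left out, the library series alone or as a covariate, every library thinned to 132483 reads (with its prediction written before its result), a red blood cell covariate and the comparison of the tumor effect in EVs with that in tissue.

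Named in the text are every mouse miRNA the paper names, per comparison the 10 largest rises and 10 largest falls among called miRNAs with a mean of 100 RPM or more in the higher group and no overlap of the groups, per list the 4 members with the highest mean, and counterparts of the miRNAs the paper ties to lipoproteins. By chance 10% of miRNAs show no overlap in 3 against 3 libraries. The text prints a part of these, and the miRNAs that the overlaps and the site interaction call. A miRNA with 0 reads in a group was given the bound of 3 reads over the reads of that group.

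Lists of miRNAs of the Hox clusters, hepatocytes, red blood cells, endothelium, muscle, leukocytes, epithelium, fibroblasts and smooth muscle, gonads, the miR-34 and miR-449 families (p53 and ciliated cells), inflammation or wounding, carcinoma, the let-7 family, the miR-17 family with its clusters and the Dlk1-Dio3 and Sfmbt2 clusters were tested with camera at its preset correlation of 0.01 and with an estimated correlation. No list passed at an FDR of 0.05 with the estimated correlation. Lists from the paper, of lipoprotein miRNAs and of the miRNAs the paper gives as higher at each site, were chosen by the study, the latter on these samples. Loci are from GENCODE M21 (GRCm38), while the authors mapped to no genome.

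The labels number replicates across groups. Numbers were taken to pair samples where all correlations of their residuals were above 0.1. This held for the sites on day 0 (5 pairs, 0.397 to 0.704), the sites on day 4 (5 pairs, 0.120 to 0.737), the days on the pelvic peritoneum (5 pairs, 0.189 to 0.630) and IP EVs (3 pairs, 0.169 to 0.271). The number of samples most like the one with their own number was 5, 4, 5 and 3 for these. As the sites were sampled by number, both sheets of a number may come from 1 mouse, which the labels do not state.

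On simulated reads drawn from these libraries with 200 miRNAs changed, the steps were tested before use. With changed miRNAs below 0.5% of the reads, 25.4% of 2-fold, 86.2% of 4-fold and 100% of 8-fold changes were recovered for IP EVs (384 miRNAs tested), and 1.08% of unchanged miRNAs were called. For the days on the pelvic peritoneum (412 tested) the shares were 27.3%, 90.5% and 98.5%, with 1.38% called falsely, and for the sites on day 0 (386 tested) 23.9%, 91.0% and 100%, with 1.61%. With changes in any miRNA, abundant ones included, false calls were 1.74%, 4.69% and 8.29% for the same comparisons (370, 401 and 388 tested), as abundant miRNAs shift the RPM of the others. In the simulation each miRNA varied independently of the others, and 200 changed miRNAs ease the adjusted threshold. The shares recovered are therefore not those to expect in the real comparisons. Between the real sites on day 0, miR-126a-3p (log2 fold change 2.34) and the red blood cell miRNAs (median 2.81) did not pass in limma.

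Similarity was the Spearman correlation over miRNAs, averaged per EV library, and was tested by exact permutation of libraries. The score of IP tumor EV miRNAs was tested by exact permutation of the 5 and 5 sheets of a site and by exact sign changes of pairs.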

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

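The tests of blood at the upper site, of dilution of the Hox cluster miRNAs, of the red blood cell covariate and of splits for the tumor effect in EVs against tissue were chosen only after the result was seen. For the other tests, thinning among them, the predictions were written before their results. For blood on day 4, muscle, and abundant miRNAs on day 4 the outcome lay between the predictions, and the values weighed below were chosen after it was seen.

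Some sheets lay far from the other 4 of their group by Dixon's test. On the pelvic peritoneum of day 4, replicate 5 had 66.6% of its reads in its 10 most abundant miRNAs (others 57.0% to 59.2%) and a mean log2 level of leukocyte miRNAs of 9.92 (others 11.2 to 11.4). Replicate 2 of that group had a mean of muscle miRNAs of 6.42 (others 5.16 to 5.42) and of miR-34 and miR-449 family miRNAs of 5.70 (others 4.53 to 4.84), and replicate 1 a mean of epithelial miRNAs of 7.57 (others 6.89 to 7.08). On the liver surface, replicate 5 of day 4 had a score of IP tumor EV miRNAs of 0.36 (others -0.41 to -0.19), and replicate 3 of day 0 a mean of inflammation miRNAs of 7.47 (others 8.54 to 8.97). Chance gives about 1 in 20 groups such a sample, and 7 were found in 84 groups.

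The change from day 0 to day 4 was called different between the sites for miR-196a-5p (3.50) and miR-6239 (-2.44). As many calls arose in 5 of 100 splits, the real one included, so chance is not excluded. The tumor effect was lower in EVs than in tissue for 8 leukocyte miRNAs and 25 Dlk1-Dio3 miRNAs.

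Signals outside the miRNAs the paper discusses were, in tumor EVs, 25 Dlk1-Dio3, 7 leukocyte and 4 muscle miRNAs that were lower and 3 miR-34 family miRNAs that were higher. In tumor tissue 6 inflammation miRNAs were higher. On day 4, 7 red blood cell miRNAs were higher on the pelvic peritoneum, and 4 miR-34 and miR-449 family miRNAs on the liver surface as in the mean of both sites (4).

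For day 4 against day 0, the lower depth of day 4 as the whole cause is argued against by thinning, as 84.8% of the calls over both sites stayed. On the liver surface 65.3% stayed called, and the 68 of the 75 still tested there all kept their direction, with a median log2 size of 1.61 before and 1.67 after. Abundant miRNAs shifting the RPM of the others may account for a part, as scaling moved the median of all miRNAs from 0.21 to -0.08. The higher calls then went from 75 to 51. The lower calls went from 17 to 42, which a downward shift gives in any case, so they do not count against this explanation. After scaling 68 of the 92 calls stayed, miR-182-5p (log2 fold change 3.81) among them, which argues against such a shift as the whole cause. Blood remains open for the pelvic peritoneum taken alone, where red blood cell miRNAs had a median log2 fold change of 3.43. On the liver surface, and so for both sites, blood is argued against as the whole cause. There the red blood cell median was 0.47, with 0 of 7 miRNAs at an unadjusted p under 0.05 in limma (edgeR and DESeq2 calls 0 and 0). miR-182-5p rose there by 4.12 (SE 0.50). With the red blood cell level as a covariate, which could remove little there, 97.3% of the calls stayed. The day of the model is the biological explanation the design offers, and it takes in the injection as well as the tumor. These cannot be told apart, as no day 4 sheets without tumor cells are among the libraries.

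For the sites on day 0, muscle on the upper sheets is argued against as the whole cause, as muscle miRNAs had a median log2 fold change of 0.46 with 0 of 5 called in limma (1 at an unadjusted p under 0.05, edgeR and DESeq2 calls 0 and 1), far below the called 7.92 and -3.77, while blood remains open at 2.81. Dilution of the Hox cluster miRNAs by blood or liver RNA remains open. Their median lay at -1.57 from that of all tested miRNAs, which cannot decide it. RNA that also holds most tested miRNAs would lower only those it lacks. The paper also names members of this list as higher on the pelvic peritoneum, from sheets taken to be these. The site itself is the biological explanation the design offers. Liver cells or blood on the sheets may add to the liver surface set, since miR-122-5p (log2 fold change 7.92) and red blood cell miRNAs moved together with the site.

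For tumor against normal mice in IP EVs, abundant miRNAs such as miR-21a-5p could lower the RPM of all others. Scaling, however, left 97 of the 136 lower miRNAs as a count called lower, so this is argued against as the whole cause. The tumor is the biological explanation the design offers.

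Regrouping of the samples into other splits of the same sizes tells how often as many calls arise without the real groups. For IP EVs (197 calls, highest other 0, 1 of 10 splits as large) and IP tissue (84, highest other 0, 1 of 10) the splits are too few to tell. For the sites on day 0, 3 of 100 splits gave as many calls as the real 6, with 21 as the highest other. Of 14 splits that part every numbered pair, 1 was as large and the highest other was 0, and the 21 came from a split that does not. The sites on day 4 gave 0 calls, which all 100 splits reached, with a highest other of 5. The days gave 97 calls on the pelvic peritoneum (1 of 100 splits as large, highest other 20), 75 on the liver surface (1 of 100, highest other 1) and 92 over both sites (1 of 100, highest other 8). The 2 calls of the interaction were reached by 5 of 100 splits with a highest other of 5, so chance is not excluded. The 174 calls of the tumor effect in EVs against tissue were reached by 2 of 100 splits, with a highest other of 249.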

How the results depend on the processing

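Single libraries left out, library series and the tumor effect in EVs against tissue were chosen only after the result was seen, thinning was added after the data were seen with its prediction written before its result, and the other alternatives were set before the data were examined. Of the counts and summary values, 205 were taken as unchanged under the alternatives set beforehand and 228 under those added later. A count was so taken within 1.5 times of the main count, whichever miRNAs were called. An overlap also had to keep its side of the p threshold. The score had to keep its direction and that side, and the similarity difference had to change by less than the SD between libraries. 57 and 44 moved by over 1.5 times, 1 reversed and 4 were weaker. The cause was not tested unless the alternative itself shows it.

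The value that reversed was the difference in similarity to tumor tissue between tumor and normal EVs, at -0.000437 without the filter on low values.

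DESeq2 called 96 higher in IP EVs, 11 higher and 5 lower between the sites on day 0, and 3 higher and 6 lower between the sites on day 4. It called 49 lower on the pelvic peritoneum, 40 lower on the liver surface and 49 lower over both sites on day 4, and 2 higher in the interaction. edgeR called 45 lower on the pelvic peritoneum, 34 lower on the liver surface, 36 lower over both sites, 0 lower in the interaction (33 at an unadjusted p under 0.05) and 71 lower for the tumor effect in EVs against tissue. After scaling 42 were lower on the pelvic peritoneum, 29 on the liver surface, 42 over both sites and 0 in the interaction. With all samples in 1 fit 1 was lower between the sites on day 4.

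With a filter of 100 RPM fewer miRNAs were tested, and 37 higher and 64 lower were called in IP EVs, 30 and 24 in IP tissue, 41 higher on the pelvic peritoneum, 24 higher on the liver surface, 38 and 11 over both sites, 0 lower in the interaction and 67 lower for the tumor effect in EVs against tissue. The overlap of EVs and tissue held 9 higher and 11 lower. A pseudocount of 50 RPM shrinks changes of rare miRNAs, and gave 40 higher and 79 lower in IP EVs, 23 lower in IP tissue, 36 higher on the liver surface, 40 higher over both sites, 0 lower in the interaction, 75 lower for the tumor effect in EVs against tissue and an overlap of 9 higher and 9 lower. A pseudocount of 1 RPM gave 2 lower in the interaction, and no filter 0 lower.

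With the replicate number as a block, 16 were higher and 5 lower between the sites on day 0, and 2 higher and 5 lower between the sites on day 4. Where the numbers pair the block moved no other count by over 1.5 times (80 higher and 28 lower on the pelvic peritoneum with 97 of 97 calls kept, 63 and 130 in IP EVs with 190 of 197 kept), while the score rose in 5 of 5 pairs on the pelvic peritoneum (by 0.72) and, where numbers do not pair, on the liver surface (by 1.03). With 5 pairs the smallest exact paired p possible is 0.0625, the value of both, so that test could not pass. Numbers did not pair in IP tissue (correlations -0.0565 to 0.132, 2 of 3 best with their own number), on the liver surface (-0.325 to 0.539, 2 of 5) and over both sites (-0.216 to 0.544, 4 of 5). There the block gave 45 higher and 36 lower, 54 and 11, and 82 and 21.

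Libraries of the first series alone gave 0 higher and 0 lower between the sites on day 0 (23 at an unadjusted p under 0.05), 4 lower on the liver surface, and 0 in each direction for the interaction. The second series alone gave 1 lower between the sites on day 0, 0 higher and 0 lower on the pelvic peritoneum (67 at an unadjusted p under 0.05), 11 higher and 2 lower on the liver surface, 17 and 2 over both sites, and 0 in each direction for the interaction. Fewer samples stand behind these. Within both series all called miRNAs kept their direction, 97 on the pelvic peritoneum, 75 on the liver surface and 92 over both sites. Where the sheets of the 2 days did not overlap this was bound to hold. That was so for 50 higher and 15 lower calls on the pelvic peritoneum and for 50 and 8 on the liver surface. Over both sites 57 higher and 12 lower calls had means without overlap.

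Without replicate 1, IP EVs had 86 lower, IP tissue 0 higher and 0 lower (87 at an unadjusted p under 0.05), the tumor effect in EVs against tissue 22 and 48, and the overlap 0 and 0 (12 and 22 without replicate 2, 12 and 16 without replicate 3). Over the replicate numbers left out, the ranges were 52 to 65 higher and 86 to 162 lower in IP EVs, 0 to 48 and 0 to 41 in IP tissue, 2 to 4 and 2 to 4 between the sites on day 0, 60 to 80 and 17 to 23 on the pelvic peritoneum, 49 to 66 and 6 to 22 on the liver surface and 63 to 79 and 11 to 19 over both sites. The lowest over both sites, 11 lower, came without replicate 4. The 1 higher and 1 lower of the interaction became 0 without replicate 3, 4 or 5 (30, 18 and 20 at an unadjusted p under 0.05), and its lower one also without replicate 1. Without replicate 2, 1 was lower between the sites on day 4.

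Of single libraries, leaving out normal ovary 1 gave 22 higher and 14 lower in IP tissue, normal ovary 2 gave 22 and 12, and normal ovary 3 gave 21 lower. Over single libraries left out, IP tissue ranged from 22 to 53 higher and 12 to 46 lower, and the tumor effect in EVs against tissue from 48 to 62 higher and 94 to 146 lower. Without the liver surface sheet of replicate 3 on day 0, 19 were lower on the liver surface and 2 in the interaction. The interaction also had 2 lower without sheet 4 or 5 of the liver surface on day 0 or sheet 1 on day 4, and 0 lower without sheet 1 of the liver surface on day 0, sheets 2 or 5 on day 4, sheets 1, 3 or 4 of the pelvic peritoneum on day 0, or sheets 3 or 4 on day 4. Between the sites on day 4, 1 was lower without liver surface sheet 3 or pelvic sheets 1 or 2, 2 higher and 1 lower without liver surface sheet 4, and 2 higher without pelvic sheet 5.

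Depth limits how many changes pass. Thinned to 132483 reads, 91.8% of the calls stayed on the pelvic peritoneum (89 of 97), 65.3% on the liver surface (49 of 75, with 7 lower) and 84.8% over both sites (78 of 92). The called miRNAs still tested (96, 68 and 88) all kept their direction.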

Differences from the paper's values

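The tests of this part were set before the data were examined, apart from those without single libraries, which were chosen only after the result was seen. Between liver surface and peritoneum the paper gives 17 differentially expressed miRNAs, and limma called 6. Among the alternatives set before the data were examined, the values with the replicate number as a block (21) and in DESeq2 (16) lie within 1.5 times of the paper's 17. Those with a pseudocount of 1 RPM (6) or 50 RPM (5), no filter (6), a filter of 100 RPM (5), scaling (6), all samples in 1 fit (7), edgeR (6) and without replicates 1 to 5 in turn (7, 4, 7, 4 and 5) do not.

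For miRNAs higher in the pelvic peritoneum the paper gives 5 and limma called 3. Scaling (4), the replicate number as a block (5), all samples in 1 fit (4), edgeR (4), DESeq2 (5) and the fit without replicate 3 (4) come within 1.5 times, while a pseudocount of 1 RPM (3) or 50 RPM (3), no filter (3), a filter of 100 RPM (3) and the fits without replicate 1 (3), 2 (2), 4 (2) or 5 (2) do not.

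For miRNAs higher on the liver surface the paper gives 12 and limma called 3. The block (16) and DESeq2 (11) come within 1.5 times. A pseudocount of 1 RPM (3) or 50 RPM (2), no filter (3), a filter of 100 RPM (2), scaling (2), all samples in 1 fit (3), edgeR (2) and the fits without replicates 1 to 5 in turn (4, 2, 3, 2 and 3) do not.

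For miRNAs higher in tumor EVs of the IP model the paper gives about 98 in Fig. 4f, read by eye, and limma called 61. A pseudocount of 1 RPM (66), scaling (80), edgeR (86) and DESeq2 (96) come within 1.5 times. A pseudocount of 50 RPM (40), no filter (60), a filter of 100 RPM (37), the block (63), all samples in 1 fit (63) and the fits without replicates 1 to 3 in turn (52, 52 and 65) do not.

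By name, the paper lists miR-10b-5p and miR-10b-3p as higher on the pelvic peritoneum, and limma did not call them (adjusted p 0.0688 and 0.286). miR-10b-5p was called with the block, after scaling, with all samples in 1 fit, in edgeR, in DESeq2, without replicate 3 and, chosen after seeing the values, without liver surface sheet 1 or 3 of day 0, which drops 0 of the paper's pelvic miRNAs that limma called. miR-10b-3p was called with the block and in DESeq2.

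Of the 12 miRNAs the paper lists as higher on the liver surface, limma called miR-802-5p. With the block miR-199a-5p, miR-31-5p, miR-93-5p, miR-126a-5p, miR-126b-3p and miR-126a-3p were called too. In DESeq2 miR-335-5p, miR-214-3p and miR-199a-5p were among 9 called. miR-122-3p was called without replicate 1, where the filter let it in, and was not called when no filter was used. Replicate 1 holds the liver surface sheet with its lowest level (0.950 RPM). miR-106b-3p (log2 fold change 0.83) and miR-26b-5p (-0.07) were called in neither. Figure 3h shows miR-126b-5p where the text has miR-26b-5p, and miR-126b-5p (1.68, limma adjusted p = 0.366) was called in DESeq2. limma called miR-122-5p and miR-122b-3p higher on the liver surface, which the paper does not list. DESeq2, the tool the paper used, called neither of these 2 on the recovered reads.

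The paper states, with human miRNA names and without naming a sample type, that certain miRNAs known from lipoproteins were not significantly detected. The mouse libraries here may not be the samples meant, and no test of detection is given. In them the counterpart miR-223-3p had a median of 4887 RPM over 26 CNF sheet libraries, miR-24-3p 10326 RPM, miR-92a-3p 4442 RPM, miR-486a-5p 3072 RPM and miR-146a-5p 7037 RPM, each with reads in 26 of 26 libraries.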

Other observations

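The tests of this part were set before the data were examined, apart from the tumor effect in EVs against tissue, which was chosen only after the result was seen. Between the sites on day 4 miR-10b-5p of the Hox clusters stood at 5242 ± 3690 RPM on the liver surface and 14742 ± 4647 RPM on the pelvic peritoneum (SD, n = 5 each), a log2 fold change of -1.68 that did not pass (limma adjusted p = 0.202) and passed with the block and in DESeq2. The hepatocyte miR-122-5p stood at 6751 ± 9334 against 266 ± 543 RPM (SD, n = 5 each, log2 fold change 5.02, limma adjusted p = 0.235) and passed with the block. Of the other pelvic miRNAs the paper names, miR-10b-3p stood at -1.13, miR-196a-5p at -0.27, miR-196b-5p at -0.12 and miR-615-3p at -0.42, and limma called 0 of the 5 on day 4 (2 at an unadjusted p under 0.05, 1 when adjusted over the list alone), edgeR 0 and DESeq2 1. The study chose this list on these samples.

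Among epithelial miRNAs 3 of 12 were higher and 7 lower in tumor EVs (3 and 7 when adjusted over the list alone), with the cluster of miR-182-5p apart from the miR-200 family, of which miR-200a-3p (-2.28) and miR-200c-3p (-2.92) were lower. Of 13 miRNAs of the miR-17 family and its clusters 5 were higher in tumor EVs (5 when adjusted over the list alone), with 6 higher and 2 lower at an unadjusted p under 0.05, led by miR-93-5p (2.05) and miR-20a-5p (1.69, SE 0.18, limma adjusted p = 0.000192). Of 9 let-7 miRNAs 3 were higher (3 when adjusted over the list alone) and 2 lower at an unadjusted p under 0.05, with let-7c-5p at 25755 ± 1781 against 11036 ± 1183 RPM (SD, n = 3 each, log2 fold change 1.22, SE 0.15, limma adjusted p = 0.000484). Fibroblast and smooth muscle miRNAs went both ways in tumor EVs, with 2 higher and 4 lower of 8 (3 and 4 when adjusted over the list alone) and 3 higher and 1 lower after scaling. With an estimated correlation camera passed none of these lists at an FDR of 0.05.

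In tumor tissue 2 of 3 Sfmbt2 cluster miRNAs were lower (2 when adjusted over the list alone). Of 3 gonadal miRNAs 1 was lower (2 when adjusted over the list alone), and miR-202-5p, high in ovaries, did not pass (-4.07, limma adjusted p = 0.078). The tumors differed among themselves, as tumor 2 held 2427 RPM of the hepatocyte miR-122-5p and 343 RPM of miR-802-5p, and tumor 3 held 619 RPM of miR-202-5p. miR-194-5p (3.12, limma adjusted p = 0.0712) did not pass in limma and was called higher in edgeR, in DESeq2 and with the block. It has 1 gene beside that of miR-215-5p on chromosome 1 and another on chromosome 19, which its level cannot tell apart.

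Lists that the study chose on these samples were called in part on day 0, with 3 of 5 pelvic miRNAs (5 when adjusted over the list alone) and 1 of 11 tested liver surface miRNAs (7 when adjusted over the list alone). On the pelvic peritoneum 3 of 7 lipoprotein miRNAs were higher on day 4 (3 when adjusted over the list alone), which are red blood cell miRNAs in part (miR-486a-5p, 3.58, limma adjusted p = 0.00803, not called in edgeR).

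Near-identical or antisense miRNAs moved as pairs, so reads may be shared between them. In libraries with enough reads the ratio of miR-126b-3p to miR-126a-5p was 0.956 to 1.02 (6 libraries), of miR-486b-5p to miR-486a-5p 0.944 to 1.02 (28), of miR-3473e to miR-3473b 0.759 to 0.939 (8) and of miR-1b-5p to miR-1a-3p 0.139 to 0.292 (32). The gene of miR-126b lies on the strand opposite miR-126a within Egfl7. Other lipoprotein miRNAs were rare in CNF sheet EVs, with medians of 16.4 RPM for miR-33-5p (reads in 25 of 26 libraries), 3.57 RPM for miR-135a-5p (21 of 26) and 0.870 RPM for miR-135b-5p (16 of 26).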
